# Second-Generation JK-206 Targets the Oncogenic Signal Mediator RHOA in Gastric Cancer

**DOI:** 10.3390/cancers14071604

**Published:** 2022-03-22

**Authors:** Myeonghun Beak, Sungjin Park, Jin-Hee Kim, Hyo Jin Eom, Ho-Yeon Lee, Yon Hui Kim, Jinhyuk Lee, Seungyoon Nam

**Keywords:** gastric cancer, RHOA, JK-206, pharmacogenomics, Rhosin, transcriptomics

## Abstract

**Simple Summary:**

Ras homologous A (RHOA), a signal mediator and a GTPase, is associated with the progression of gastric cancer (GC). We present novel RHOA inhibitors designed for greater anti-GC potency by means of lead optimization. The RHOA → BIRC5 signaling circuit was found to be a new therapeutic strategy for regulating GC proliferation and migration.

**Abstract:**

Ras homologous A (RHOA), a signal mediator and a GTPase, is known to be associated with the progression of gastric cancer (GC), which is the fourth most common cause of death in the world. Previously, we designed pharmacologically optimized inhibitors against RHOA, including JK-136 and JK-139. Based on this previous work, we performed lead optimization and designed novel RHOA inhibitors for greater anti-GC potency. Two of these compounds, JK-206 and JK-312, could successfully inhibit the viability and migration of GC cell lines. Furthermore, using transcriptomic analysis of GC cells treated with JK-206, we revealed that the inhibition of RHOA might be associated with the inhibition of the mitogenic pathway. Therefore, JK-206 treatment for RHOA inhibition may be a new therapeutic strategy for regulating GC proliferation and migration.

## 1. Introduction

Gastric cancer (GC) is the fifth most prevalent and fourth most lethal cancer worldwide [1]. Although the first-line treatment for GC is endoscopic resection or surgery, the overall 5-year survival rate for GC is only 30% in the United States [2]. Early detection is critical for favorable outcomes and minimizing residual disease in GC; however, an endoscopic screening test for GC is not routinely performed in most Western countries. Consequently, a new and effective therapeutic option (e.g., trastuzumab [3]) for GC is emerging. Personalized medicine may be the best option for improving survival. Nevertheless, in clinical trials, most targeted therapies for GC have been disappointing [3,4,5].

Ras homologous A (RHOA), a small GTPase of the Rho family, plays crucial roles in oncogenic processes, including proliferation, migration, and invasion [6]. In addition, RHOA mediates epithelial–mesenchymal transition and is a destabilizer of microtubules [7]. Previously, we reported that RHOA is the hub mediator of GC progression and a biomarker and therapeutic target for GC [8,9]. Consequently, we designed RHOA inhibitors and evaluated their in vitro efficacy. We previously found that among JK-122–125, JK-122 showed superior suppression of cell viability [8]. In a follow-up study, we identified that JK-136 and JK-139 inhibited cell migration through the lead optimization of JK-122 [10]. Despite the potential of RHOA as a therapeutic target for GC, small-molecule RHOA inhibitors are underexplored [8,10] and the anticancer mechanism of RHOA inhibitors remain to be further elucidated.

In this study, we aimed to design novel RHOA inhibitors by means of the lead optimization of JK-136/JK-139 and elucidate the pathways involved in their anti-cancer mechanisms in GC using transcriptome-based network analysis.

## 2. Materials and Methods

### 2.1. Cell Culture

The following human GC cell lines were used within 6 months of resuscitation: AGS (ATCC, Mansfield, VA, USA), SNU216, SNU601, SNU668 (KCLB), and MKN1 (Riken, Tokyo, Japan). The cells were cultured in RPMI-1640 medium (Invitrogen, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS; HyClone, Logan, UT, USA) and maintained at 37 °C and 5% CO_2_. Cell line identities were validated using short tandem repeat profiling (ATCC).

### 2.2. Synthesis of Hydrazide Derivates

All reactions that were sensitive to air or moisture were conducted under nitrogen. All reagents were purchased from Sigma-Aldrich (St. Louis, MO, USA) and Tokyo Chemical Company (Tokyo, Japan). All anhydrous solvents were distilled over CaH_2_, P_2_O_5_, or Na/benzophenone prior to the reaction, unless otherwise stated. Analytical thin-layer chromatography (TLC) was performed using commercial precoated TLC plates (Silica Gel 60, F_254_) purchased from Merck KGaA (Darmstadt, Germany). Spots were detected by viewing under UV light (254 nm) or colorizing with charring after dipping in phosphomolybdic acid in ethanol or potassium permanganate aqueous solution. Flash column chromatography was performed on Silica Gel 60 (~0.040–0.063 mm, 230–400 mesh, Merck). Infrared spectra were recorded on an Agilent Cary 670 FTIR instrument (Agilent Technologies, Santa Clara, CA, USA). ^1^H NMR spectra (DMSO-*d*_6_) were recorded on an Agilent 400-MR spectrometer (400 MHz; Agilent Technologies). The chemical shifts are reported in parts per million (δ) units relative to the solvent peak. The ^1^H NMR data are reported as peak multiplicities: s for singlet; d for doublet; dd for doublet of doublets; ddd for doublet of doublet of doublets; t for triplet; pseudo t for pseudo triplet; brs for broad singlet; and m for multiplet. The coupling constants are reported in Hertz. ^13^C NMR spectra (DMSO-*d*_6_) were recorded on an Agilent 400-MR spectrometer (100 MHz; Agilent Technologies). Mass spectra were recorded using an electrospray ionization source in methylene chloride or methanol.

The general procedure for the synthesis of hydrazides was as follows: a mixture of 4-phenoxybenzaldehyde for JK-201~214 (1 mmol), 6-(benzo[*d*][1,3]dioxol-5-yl)picolinaldehyde for JK-301–314 (1 mmol), and an appropriate hydrazide compound (1 mmol) in methanol (or ethanol) was stirred at room temperature or heated under reflux for 0.5 h–4 d. The progress of the reaction was monitored using TLC. After completion of the reaction, the contents were cooled to room temperature and poured into ice-cold water (5 mL) while stirring. The solid was filtered, dried, and purified by recrystallization using methanol (or ethanol) to obtain the hydrazide products JK-201–214 and JK-301–314. For detailed analytical data of the compounds, please refer to Method S1.

### 2.3. Cell Viability Assays

Cells were seeded at a density of 3000/well in 96-well plates and exposed to various concentrations of RHOA inhibitors and DMSO as control for 72 h. The effects of JK-201–214 and JK-301–314 on cell viability were assessed using the 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium (MTS; Promega, Madison, WI, USA) assay. The half-maximal inhibitory concentration (IC_50_) was defined as the dose required for 50% cell growth inhibition compared to the DMSO control. IC_50_ values represent the means of triplicate wells from three independent experiments for each drug concentration.

### 2.4. Migration Assay

AGS (1 × 10^5^), MKN1 (2 × 10^5^), SNU216 (2 × 10^5^), SNU668 (2 × 10^5^), SNU620 (2 × 10^5^), and SNU601 (2 × 10^5^) cells were seeded into Boyden chambers (0.8-μm pore size; Corning Life Sciences, Corning, NY, USA). Medium containing FBS was used as a chemoattractant in the bottom chamber. Migrated cells were stained using a Diff Quick Staining Kit (Thermo Fisher Scientific, Waltham, MA, USA) and photographed under an inverted microscope. The number of migrated cells in three microscopic fields per well was compared to that of control cells, yielding the average %migration.

### 2.5. Docking Simulations

In silico docking simulations of RHOA with JK inhibitors were performed using AutoDock Vina [11]; the three-dimensional structure of RHOA was obtained from the Protein Data Bank (accession number 1X86). The structure of RHOA consists of two chains: the Rho guanine-nucleotide exchange factor (chain A) and the RHOA structure (chain B). For the docking simulation, the RHOA structure was obtained from the complex. Two JK structures (JK-206 and -312) were drawn and minimized using the Marvin program (ChemAxon; http://www.chemaxon.com, accessed on 30 December 2021; v5.11.4, 2012). For the docking simulation, the pockets in the RHOA complex were searched using the Pck pocket detection program (http://schwarz.benjamin.free.fr/Work/Pck/home.htm, accessed on 30 December 2021). Five pockets greater than 10.0 Å^3^ in volume were found in the complex. The docking simulations were focused on these pockets, which consisted of 30 pocket residues. Two JK structures were placed in 30 pocket residues and run ten times with different random seeds; subsequently, 300 simulations were carried out. The box size with a length of 15 Å was used to prevent the inhibitors from drifting from the center of the pocket residue. With 300 docking poses, clustering based on the center of mass was performed to categorize these docking structures using Chemistry at HARvard Macromolecular Mechanics [12]. The compounds were ranked according to the following parameters: the lowest energy of the group, the largest number of the group, and the lowest energy conformation in the group.

### 2.6. Gene Expression and Differentially Expressed Gene (DEG) Analyses

Following JK-206, -312, and DMSO treatments on AGS, MKN1, and SNU601 cells, total cellular mRNA was isolated using RNeasy kits (Qiagen, Valencia, CA, USA), reverse transcribed, and hybridized to the Affymetrix GeneChip Human 2.0 ST Array (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions.

We performed DEG analysis using a microarray of GC cells treated with JK-206/-312 versus DMSO. For GC cell samples treated with DMSO, we used three samples (GEO accession numbers: GSM3984792, GSM3984796, and GSM3984800) from our previous dataset (GEO accession number: GSE135068) [10].

To identify the functional contexts of DEGs, we investigated their biological pathways using Molecular Signatures Database v7.4 [13] and Gene Set Enrichment Analysis v4.1.0 [14] based on the hallmark gene set [13] for group-wise pathway analyses, and Gene Set Variation Analysis (GSVA) [15] for a sample-wise pathway analysis. In the context analysis, an adjusted *p* value (false discovery rate (FDR)) was used for statistical significance.

### 2.7. Validation of mRNA Expression Patterns of DEGs in Independent Transcriptome Datasets

To validate the mRNA expression patterns of DEGs in publicly available independent datasets, we inspected the expression levels of *RHOA* and DEGs using publicly available transcriptome datasets, GSE135068 [10] and the expression level dataset of the Cancer Cell Line Encyclopedia (CCLE) [16], GSE110237 [17], and GSE83913 [18].

### 2.8. Protein–Protein Interaction (PPI) Network Construction

To explore the interactions between our RHOA inhibitors and perturbed gene sets in GC cells treated with the JK series of compounds versus DMSO, we constructed a PPI network with the resultant DEGs identified from the gene set analysis and participant genes of the RHOA signaling pathway. The RHOA signaling pathway genes were manually selected from our previous review [19]. The PPI network was constructed using the STRING [20] and Biological General Repository for Interaction Datasets (BioGRID) databases [21]. Gene ontology analysis was performed using the STRING database to investigate the functional role of the PPI network. An adjusted *p* value (FDR) < 0.05 was considered statistically significant for this investigation. An independent GC dataset, GSE36968 [22], was used to inspect gene expression patterns among DEGs in the PPI network between GC tumor tissues (tumor group) and normal tissues adjacent to the tumor (control group) using DEG and correlation analyses. Statistical tests between the two groups were performed using the two-sided paired *t*-test. Statistical significance was set at *p* < 0.05. Correlation analysis was performed using the Pearson correlation coefficient (PCC). PCC > |0.5| and *p* < 0.05 were considered statistically significant.

### 2.9. Statistics

The DEGs satisfied the following conditions: (i) the cut-off value of fold-change (FC) was greater than 1.3 or less than 1/1.3; and (ii) statistical tests among GC cell groups were performed using the two-sided paired *t*-test, with statistical significance at *p* value < 0.05.

An adjusted *p* value (FDR) < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Design and Synthesis of RHOA Inhibitors

We designed and synthesized a series of new anti-GC compounds of varying sizes, with various substituents, and with different electronic effects on phenyl-ring and heterocyclic systems for the structural modification of the benzoyl group in JK-136 and JK-139. In our previous work [8], we performed the biological evaluation of the five different compounds of an RHOA inhibitor of our own design (JK-121, -122, -123, -124, and -125) to show different chemical properties. Out of the five compounds, the compound with the benzoyl group (JK-122) exhibited the best growth inhibition in in vitro assays of GC cells and the best binding affinity to RHOA. Based on these previous results, we assumed the benzoyl group to be the necessary skeletal group of the compound and decided to introduce other functional groups on it for further optimization of our novel RHOA inhibitors. The synthetic strategy for the hydrazides JK-201–214 and JK-301–314 is displayed in Figure 1.

JK-201 and JK-301 were designed to introduce a sulfonyl group instead of a carbonyl group in the hydrazide spacers of JK-136 and JK-139. JK-202–207 and JK-302–307 possess structural diversity with different substituents in the phenyl ring of these compounds. In particular, JK-206 and JK-306 were designed to contain oxygen, forming a 1,3-dioxole ring connected to their phenyl rings. JK-208–210 and JK-308–310 were designed to form aryl heterocyclic systems. We further extended the spacer length with methylene or pyrrolidine moieties with more flexible hydrazide functional group systems, leading to the design of JK-211–214 and JK-311–314.

For the synthesis of the target hydrazides JK-201–214, commercially available 4-phenoxybenzaldehyde was treated with appropriate hydrazide reagents in methanol or ethanol at room temperature or under reflux conditions. The reaction of 6-(1,3-benzodioxol-5-yl)-2-pyridinecarbaldehyde with appropriate hydrazide reagents in methanol or ethanol at room temperature or heating conditions resulted in the creation of the hydrazide products JK-301–314.

### 3.2. Selection of RHOA Inhibitors

We evaluated the IC_50_ values of the final RHOA inhibitors (Rhosin (Millipore, Burlington, MA, USA), a nonclinical RHOA inhibitor [23], JK201–214, and JK301–314) against GC cell lines (Figure 2a and Figure S1). The designed compounds, including JK-206 and JK-312, exhibited IC_50_ values of less than 2.5 µM (Figure 2a and Figure S1). Overall, all compounds showed substantially lower cell viability compared with Rhosin, and JK-206 and JK-312 showed the best cell viability inhibition potency (Figure 2a and Figure S1). In our previous study [8], we assessed the dependency of RHOA signaling in cell lines. RHOA expression levels varied in most GC cells as AGS, MKN1, and SNU601 cells had low, moderate, and high RHOA expression, respectively. Performing a RHOA gene mutation through cancer.sanger.ac.uk (accessed on 30 December 2021), it was found that AGS has a p.E64del (amino acid) mutation on *RHOA*, but the MKN1 and SNU601 cell lines have no mutation on *RHOA*. Based on these results, we strategically selected candidate compounds based on the drug treatment results in AGS, MKN1, and SNU601 cells. We determined the efficacy of the compounds using cell density assays after treatment with 2 µM of each compound. In AGS and SNU601 cells, JK-206 exhibited the best inhibitory performance compared to other JK-200 series compounds and JK-312 showed the best inhibitory performance compared to other JK-300 series compounds (Figure S2). In migration assays, JK-206 and -312 remarkably inhibited wound healing in AGS, MKN1, SNU601, SNU216, and SNU668 cells (Figure 2b). Based on these results, we selected JK-206 and JK-312 for further experimentation.

### 3.3. Docking Simulations Indicated That JK-206 and -312 Bind with the Key Residue of RHOA

Docking simulations of RHOA with JK-206 and -312 were performed. The RHOA protein’s molecular representation is described on Figure 3a. The lowest energy conformers were found, as shown in Figure 3b,c. The docking energies of JK-206 and -312 are −6.8 and −7.0 kcal/mol, respectively, indicating that the inhibitors can tightly bind to the RHOA structure. The binding pocket in RHOA that interacts with JK-206 and -312 is the GDP-binding site on which the original ligand, GDP, of RHOA interacts. The docking of the JK compounds on GDP-binding pocket can compete against the original ligand, GDP. The competition inhibition may prevent the activation of the interaction between RHOA and LARG. The hydrogen bond patterns between the inhibitor and RHOA are shown in Figure 3d,e. A detailed analysis of the hydrogen bond is shown below the hydrogen bond patterns.

### 3.4. Gene Set Analysis Revealed That JK-206 Treatment Perturbed Myc Targets and G2/M Checkpoint

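The data analysed here are 6 microarrays of 3 established gastric cancer cell lines, AGS, MKN1 and SNU601. Each line was treated with JK-206 or with JK-312, and each line and compound has 1 array, so that the 3 lines serve as the replicates of a compound and every comparison between the compounds is made within a line. By the names given in the paper, JK-206 joins a phenoxybenzylidene group to a benzodioxole carbohydrazide, and JK-312 joins a benzodioxolyl pyridine to a fluorophenoxy acetohydrazide. The sample labels give a treatment time of 48 h and doses of 5 and 10 µM without saying which array had which dose, and the paper's text gives neither for the arrays, so the compounds are compared at doses that are not known to match. The DMSO arrays were not analysed here. No value is a change against DMSO unless it is named as the paper's or as derived from the paper's fold changes.

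RNA was labelled with biotin and hybridized to 1-color Human Gene 2.0 ST arrays. The authors deposited normalized values on a log scale, 1 per array and transcript cluster, between 0.776 and 12.6. Their method of summarization and normalization is not given in the sources used here. The base of the logarithm is not written in the table and was taken as log2 from this range and from the axes of Figure S3, which are marked log2. The table used here has 3303 rows, of which 734 carry a single gene symbol and 2569 carry none, and the named rows cover 709 genes. *RHOA* and the 10 DEGs of Figure 4b are not among these genes and were not analysed here. The median log2 value of an array lay between 3.37 and 3.51. Arrays of the same line correlated at r = 0.954 to 0.969 across all rows and arrays of different lines at r = 0.736 to 0.826, across genes that are not independent replicates. The values were used as deposited, and JK-206 was set against JK-312 with limma, with the cell line as a block. The small number of arrays limits the precision: the 95% interval of a gene's difference reached, in the median, 0.46 on the log2 scale to either side.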

We performed gene set analyses using gene expression datasets from GC cells (AGS, MKN1, and SNU601). GC cells were treated with the selected RHOA inhibitors JK-206 and -312 (experimental groups) and DMSO (control group). Table S1 includes a list of DEGs that are common and uncommon to JK-206- and JK-312-treated (versus DMSO) GC cells. 

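Among the genes of Table S1, 25 could be compared directly between JK-206- and JK-312-treated GC cells. The microRNA precursor *MIR4266*, which Table S1 lists for JK-206 alone with a paper's fold change of 0.47, had a log2 level of 2.91 ± 0.26 (SD, n = 3 cell lines) with JK-206 and 4.30 ± 0.28 (SD, n = 3) with JK-312. The difference of −1.39 (95% interval −1.89 to −0.90) did not pass the threshold (adjusted p = 0.114 from limma). Another precursor, *MIR548T*, listed for JK-312 alone with a paper's fold change of 2.11, had a difference of −1.22 (95% interval −1.70 to −0.74, adjusted p = 0.119 from limma). *FCN2*, which encodes a ficolin of the lectin complement pathway and is listed for JK-206 alone, had a difference of −0.59 (95% interval −1.10 to −0.08, adjusted p = 0.606 from limma), and of −0.33 without MKN1. Of the 21 genes that Table S1 lists for a single compound, 20 had a difference in the direction that their published fold change gives. The remaining gene, *LCE1A* of the cornified envelope, had a difference of −0.15 against a paper's fold change of 0.68 on JK-312. When a line was left out, its difference ran from −0.34 (without MKN1) to −0.0052 (without AGS). *FCN2* and *LCE1A* were picked for mention after their values were seen. The study chose these lists on the same arrays, so this count is not independent evidence of their direction, and 0 of the 25 genes passed the test.

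Over all 709 genes, 0 passed an adjusted p of 0.05 with limma. At an unadjusted p under 0.05 there were 52 genes, 33 higher and 19 lower with JK-206, where 35.45 would be reached by chance. The methods' t-test with a fold change over 1.3 gave 21 genes, and 0 after Benjamini-Hochberg adjustment. The 5 genes with the smallest p in each direction were taken from those with the same sign in 3 of 3 lines. These 10 genes were mainly microRNA precursors, and their equal signs are a condition of the choice and not a result. Higher with JK-206 were the long non-coding RNA *STX17-DT* by 0.85 (95% interval 0.39 to 1.31), *PSG6*, a pregnancy-specific glycoprotein, by 0.75 (95% interval 0.33 to 1.17), *MIR130B* by 0.85, *MIR4279* by 0.72 and *MIR4427* by 0.70. Lower with JK-206 were *KLHL42*, a substrate adaptor of a cullin ubiquitin ligase, with a difference of −0.68 (95% interval −1.12 to −0.23), *MIR921* with −0.69 and *MIR544A* with −0.63. The rows of *STX17-DT* and *MIR544A*, and that of *LCE1A* above, lie below a log2 level of 3.09 on average and are among those left out as dim in an alternative. For each of the 10 genes the exact sign-flip permutation p over the 3 lines is 0.25, the smallest that 3 pairs allow. The same sign in all lines fixes it at that value. With a variance trend and robust moderation, *MIR4266* and *MIR548T* passed (adjusted p = 0.0191 and 0.0325 from limma), and without MKN1 2 genes passed, among them *MIR4266*.

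**Figure D1:**
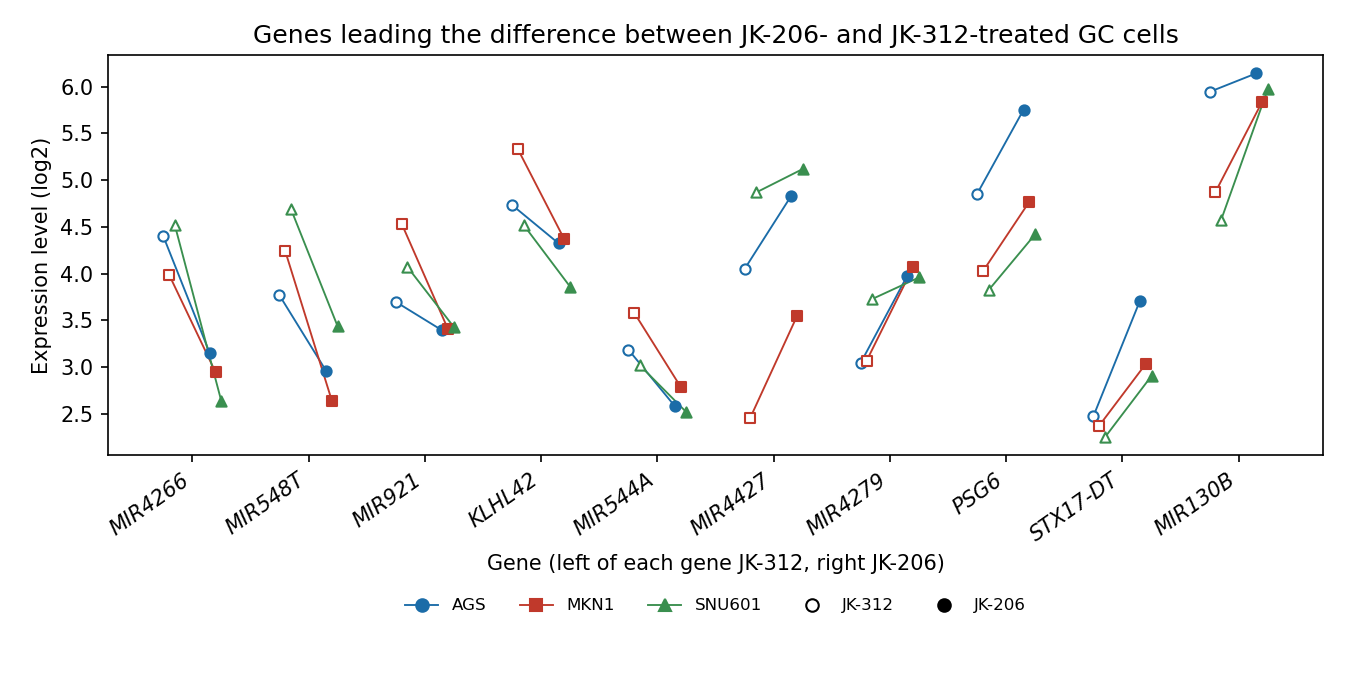
Log2 expression level (vertical axis) of the 10 genes that lead the difference between the compounds, 5 lower and 5 higher with JK-206 (horizontal axis). Each symbol is 1 array, open for JK-312 and filled for JK-206, and a line joins the arrays of a cell line. The 3 lines of *MIR4266* go from a mean of 4.30 with JK-312 to 2.91 with JK-206, and those of *STX17-DT* from 2.36 to 3.21.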

JK-206 treatment of GC cells showed that Myc targets (*p* value < 0.0001 from the gene set investigation) and G2/M checkpoint (*p* value < 0.0001 from the gene set investigation) gene sets were significantly enriched compared to the control group (Figure 4a). Of the common genes between the Myc targets and the G2/M checkpoint gene sets, 10 DEGs were identified in JK-206-treated GC cells compared to the control group, and all of them were downregulated (Figure 4b). The expression levels of *RHOA* were also decreased significantly (*p* < 0.05) after the inhibition of RHOA by JK-206 treatment compared to DMSO treatment in GC cells (Figure 4c). The genes relating to Myc targets (i.e., *BIRC5*, *H2AFZ*, *HIST1H2BK*, *KIF15*, *UBE2S*, and *FBXO5*; Figure S3a) and G2/M checkpoint (i.e., *RUVBL2*, *H2AFZ*, *EIF1AX*, *SNRPD3*, and *SET*; Figure S3b) were down-regulated in JK-312-treated GC cells compared to DMSO-treated GC cells. However, the gene set analysis failed in JK-312-treated GC cells compared to the control group and we could not obtain statistically significant gene sets. We additionally performed a sample-specific pathway-activity analysis for the expression data of JK-312-treated cells, instead of using the GSEA (the group-wise pathway enrichment analysis). In the results of the sample-wise pathway analysis conducted using the gene set variation analysis (GSVA) [15], it was found that JK-312-treated GC cell lines were also suppressed in hallmark gene sets of Myc targets, G2/M checkpoint, and E2F targets such as JK-206-treated GC cell lines compared to DMSO-treated GC cell lines (Figure S4).

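A list of 67 DNA replication and E2F target genes had 6 measured members, meaning members with a row in the table used here. In the direct comparison of the compounds, all 6 had a lower mean with JK-206 than with JK-312. As single genes, 0 of the 6 passed the test. How the rows of the table were chosen is not given, so these 6 need not stand for the whole list. The median difference was −0.29 on the log2 scale, and as a group the list passed limma's camera test against the other genes with a preset correlation (adjusted p = 0.0472). It did not pass with a correlation estimated from the arrays (adjusted p = 0.887 with an estimated correlation). The largest difference was that of *GINS2*, a subunit of the GINS complex of the replicative helicase, with 4.63 ± 0.45 (SD, n = 3 cell lines) on JK-206 and 5.05 ± 0.46 (SD, n = 3) on JK-312, a difference of −0.42 (95% interval −0.83 to −0.01). *CCNE2*, the cyclin E2 of the entry into S phase, had a difference of −0.33 (95% interval −0.76 to 0.10), the helicase subunit *MCM5* one of −0.30 (95% interval −0.76 to 0.16), and thymidylate synthase, *TYMS*, one of −0.29 (95% interval −0.72 to 0.14). By line, the median of the list was −0.14 in AGS, −0.32 in MKN1 and −0.44 in SNU601. None of the 6 passed when adjusted over the list alone either.

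On the few members with a row here, the compounds were not told apart for MYC target genes and the G2/M checkpoint. Table S1 lists other such genes for both compounds, among them *FAM83D* and *MELK* of mitosis. They have no row here, and their published fold changes were not compared. The 5 measured members of a list of 81 MYC target genes had a lower mean with JK-206, with a median difference of −0.12. The list did not pass (adjusted p = 0.394 from limma's camera), nor did any of its members when adjusted over the list alone. They include the spermidine synthase *SRM*, with a difference of −0.28 (95% interval −0.69 to 0.13), and *TYMS*, which the replication list also holds. Of 63 G2/M and mitosis genes only 2 had a row in the table used here. They are the mitotic kinesin *KIF20A* with a difference of −0.26 (95% interval −0.70 to 0.18) and *CKS2*, which binds cyclin-dependent kinases, with −0.26 (95% interval −0.68 to 0.17). Both had lower values with JK-206 in 3 of 3 lines, and neither the list (adjusted p = 0.394 from limma's camera) nor a member adjusted over the list alone passed. Among the named genes, *MCM5* was at −0.12, *KIF20A* at −0.12 and *CKS2* at −0.17 without SNU601, and *CCNE2* at −0.21 without MKN1. The lists stand in for the hallmark gene sets, which were not used here. The call for DNA replication ended without SNU601, where the median shrank to −0.17 (adjusted p = 0.379), and with a median of −0.28 without MKN1 (adjusted p = 0.217). It also ended, with the median as before, without pairing the arrays by line (adjusted p = 0.342) and with every row of the table in the test (adjusted p = 0.0576). Limma's fry, which asks whether the list shifted in one direction and not whether it differs from other genes, did not call it either (adjusted p = 0.512). The paper compares each compound with DMSO, whose arrays were not analysed here. Its group-wise analysis gave Myc targets and the G2/M checkpoint for JK-206, and no significant gene set for JK-312. From the sample-wise GSVA scores of Figure S4 it states that both compounds suppressed the 3 hallmark gene sets.

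**Figure D2:**
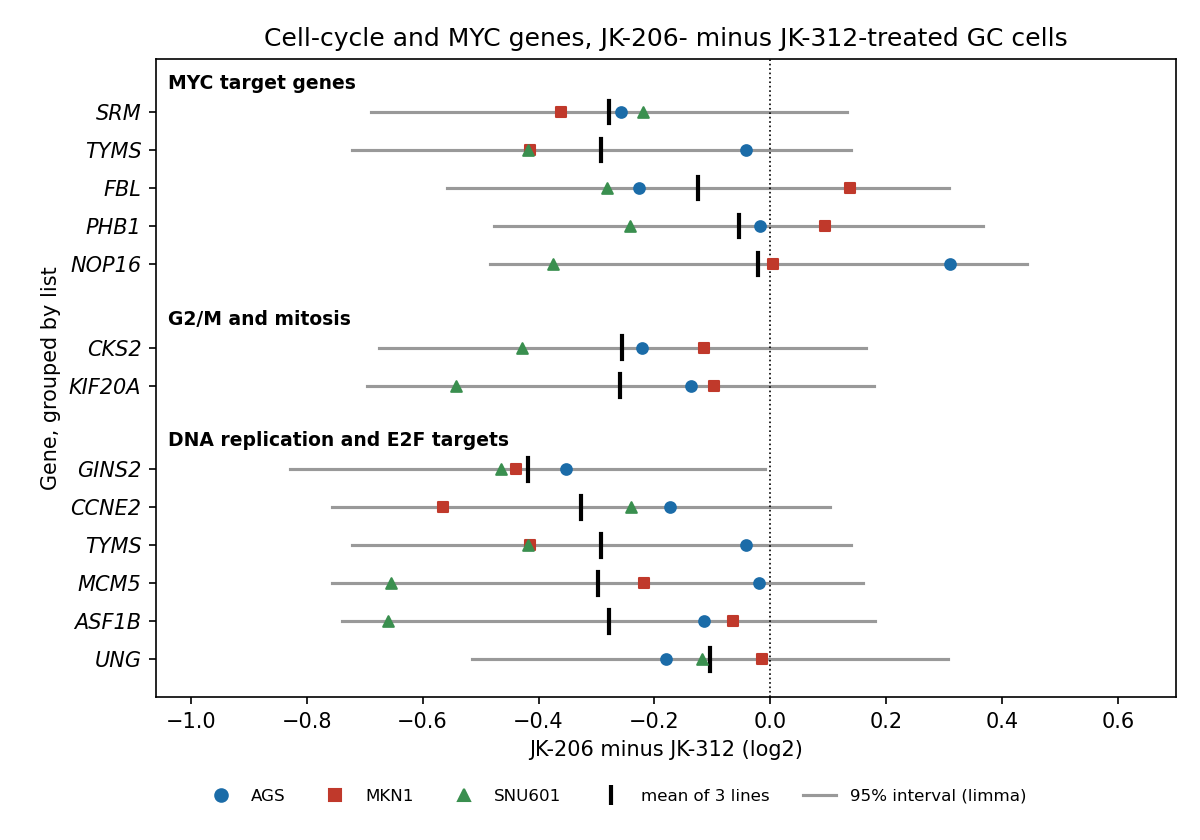
Difference between JK-206 and JK-312 on the log2 scale (horizontal axis) for the measured genes of the 3 lists (vertical axis). Symbols are the 3 cell lines, black ticks their mean and grey bars limma's 95% interval. The 6 genes of the replication list lie left of 0 in every line, and the interval of *GINS2* alone excludes 0.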

### 3.5. Validation of mRNA Expression Patterns of DEGs Related to Myc Targets and G2/M Checkpoint in Independent Datasets

To determine whether Myc-target genes and G2/M-checkpoint related genes were suppressed due to the RHOA inhibition, we inspected publicly available independent datasets. For validating the expression levels of *RHOA*, Myc-target genes, and G2/M-checkpoint-related genes, we re-visited and inspected the transcriptome data (GEO accession: GSE135068) [10] from our previous study of other RHOA inhibitors (JK-136 and -139). We found that, upon RHOA inhibition by JK-136 and -139, most of the expression levels of *RHOA* and DEGs related to Myc targets and G2/M checkpoint (depicted in Figure 4b) were consistently decreased (Figure S5).

For another validation, since the RHOA inhibitors (JK-206, -312, -136, and -139) demonstrated down-regulation of *RHOA* and the DEGs (depicted in Figure 4b), we assumed that there were positive correlations between *RHOA* and the DEGs. In 13 GC cell lines from CCLE [16], we calculated Pearson’s correlation, and found that most of the correlations were positive (Figure S6a). We also inspected other publicly available transcriptomic datasets for *RHOA* inhibition by siRNA and knockout in gastric and prostate cancer cell lines (GEO accessions GSE110237 and GSE83913, respectively) [17,18]. Dataset GSE110237 was derived from experiments of *RHOA* knockdown in GC cells [17] and dataset GSE83913 was derived from experiments of *RHOA* knockout in prostate cancer cells [18]. We confirmed that most of the DEGs were also down-regulated after knockdown of *RHOA* in GC cell lines and after knockout of *RHOA* in prostate cancer cell lines (Figure S6b,c).

### 3.6. Network Construction Revealed That JK-206 Perturbed Microtubule Formation and the Cell Cycle

In this study, since the group-wise and sample-specific pathway analyzes showed consistencies in GC cell lines treated with JK-206, we performed further investigation only on JK-206-treated GC cells compared to the control group. JK-206 was designed and optimized to inhibit RHOA expression. To explore the biological mechanism perturbed by JK-206 treatment in GC cells, we constructed PPI networks using the 10 genes (Figure 4b) and RHOA signaling pathway genes as inputs in the STRING [20] and BioGRID [21] databases. In the PPI network (Figure 5a), the RHOA signaling pathway and the 10 DEGs (Figure 4b) out of the common genes between the two gene sets (Myc targets and G2/M checkpoint) were found to interact with each other through RAC1 and CDK4. Most of the gene expression levels in the RHOA signaling pathway were also downregulated (Figure 5a).

The functional contexts of JK-206 treatment in GC cells were found to involve WNT signaling, Rho GTPases, cell motility, and the cell cycle (Figure 5b). The gene expression levels of microtubules (i.e., baculoviral IAP repeat-containing 5 (*BIRC5*), F-Box protein 5 (*FBXO5*), RuvB-like AAA+ ATPase 2 (*RUVBL2*), and kinesin family member 15 (*KIF15*)) were downregulated in JK-206-treated GC cells compared to the control group (Figure 4b and Figure 5b). Therefore, JK-206 treatment had an inhibitory effect on microtubule activity in GC cells, which is in agreement with our migration assay results (Figure 2b). Similarly, our previously reported RHOA inhibitors (i.e., JK-136 and -139) regulate actin polymerization and cell migration [10]. Similar to the functional contexts identified in this study, cell-cycle-related gene sets (i.e., M phase and nuclear division) were identified in the functional context analysis in our previous study [10]. These gene sets comprised the protein products H2A.Z variant histone 1 (H2AFZ), HIST1H2BK, SET nuclear proto-oncogene (SET), UBE2S, FBXO5, BIRC5, and RUVBL2 of downregulated DEGs (Figure 4b and Figure 5b). In line with these results, JK-206 treatment exerted an inhibitory effect on cell-cycle-related activity against GC cells.

To determine whether the expression levels of the genes identified in the PPI network were replicated in a GC patient dataset, we performed DEG and correlation analyses with the 23 genes in Figure 5a using an independent GC patient dataset (GEO accession number: GSE36968) [22]. We assumed that the downregulated genes in the PPI networks (Figure 5a) were upregulated in the tumor versus control groups in the dataset GSE36968. In fact, *BIRC5* was significantly upregulated in the tumor group compared with the control group (FC = 2.45, *p* value < 0.01; Figure 5c) and its expression level showed a significantly positive correlation with that of *RHOA* (r = 0.56, *p* value = 0.001; Figure 5c). Furthermore, the expression levels of *RAC1, CDK2, RUVBL2*, and *MET* (shown in Figure 5a) were upregulated in the tumor group compared to the control group and showed a noticeably positive correlation with the expression level of *RHOA* (Figure S7). Considering the positive expression correlation of *BIRC5*, *RAC1, CDK2, RUVBL2*, and *MET* with *RHOA* in the GC patient dataset, the downregulation of the genes with JK-206 treatment in the GC cell models indicates that RHOA signaling may be involved in upstream regulation of genes in GC.

## 4. Discussion

In this study, we designed and synthesized a series of new RHOA inhibitors to evaluate and improve their biological activity [10]. Although the RHOA signaling pathway is considered a potential therapeutic target for GC, the effects of RHOA inhibitors on cancer cells are yet to be elucidated. Among the new compounds we studied, JK-206 could effectively inhibit cancer cell survival and migration. To determine the mechanism of action of JK-206, we analyzed transcriptomic data of GC cell lines treated with JK-206 compared to those treated with DMSO. We found that JK-206 suppressed biological contexts associated with WNT, Rho GTPases, Myc targets, G2/M checkpoint, and microtubule-related gene sets. In our previous study, we confirmed that the RHOA signaling pathway plays a crucial role in GC progression [9]. RHOA interacts with c-Myc, resulting in synergistic reinforcement of the expression of cancer phenotypes and behaviors favoring cancer development, including cell migration, invasion, and metastasis [24,25].

Through DEG and gene set analyses, 10 DEGs were found to be associated with two gene sets related to cell motility and cycle (i.e., Myc targets and G2/M checkpoint) in GC cells treated with JK-206 compared to those treated with DMSO (Figure 4b). These genes are involved in apoptosis inhibition (*BIRC5*) [26], oncogene activation (*H2AFZ* and *SET*) [27,28], protein degradation regulation (*FBXO5* and *UBE2S*) [29,30], and carcinogenesis (*RUVBL2* and eukaryotic translation initiation factor 1A X-linked (*EIF1AX*)) [31,32]. In our networks, the inhibition of RHOA signaling by JK-206 treatment may induce the suppression of Myc targets through downregulation of *BIRC5*, *H2AFZ*, *HIST1H2BK*, *KIF15*, *UBE2S*, and *FBXO5* in GC cells. KIF15 promotes cell mitosis and structural assembly [33,34] and its high gene expression is associated with poor prognosis in GC patients; on the contrary, the suppression of its expression inhibits GC cell progression, promotion of apoptosis, and cell cycle arrest [35]. In multiple GC dataset analyses, *H2AFZ* was identified as a crucial hub gene in the GC co-expression network, which indicated that *H2AFZ* has high degrees of interaction with multiple participant genes and may function as a control node in the GC co-expression network [36]. BIRC5, also known as survivin, is an apoptosis inhibitor [37] and acts as a resistance factor to anticancer therapies [38,39]. BIRC5 is a molecular marker of the poor prognosis in lung, pancreatic, and breast cancers [40]. It is known to increase lymph node metastasis [41] and is associated with poor clinical outcomes in GC [42]. Increased expression of BIRC5 is a risk factor for cancer progression and poor outcomes in breast cancer [43]. Though BIRC5 has been validated as a target of cancer drugs [44], the number of BIRC5 inhibitors available for clinical testing is limited [45]. As BIRC5 participates in large cellular networks, pathway inhibitors [46] have been proposed as promising alternatives to a single protein inhibitor [45]. In this study, *BIRC5* was remarkably suppressed in GC cells when RHOA was inhibited by the RHOA inhibitor JK-206 (Figure 4b). BIRC5 was found to interact with the RHOA signaling pathway (Figure 5a) and was associated with mitotic activity (Figure 5b). In the independent GC dataset, *BIRC5* was highly expressed in the tumor group compared to the control group, and its expression level was substantially correlated with that of *RHOA* (Figure 5c). Therefore, JK-206 could inhibit RHOA and, thus, suppress BIRC5.

Further investigation of *BIRC5*, *H2AFZ*, *HIST1H2BK*, *KIF15*, *UBE2S*, and *FBXO5* is crucial to broaden the understanding of cancer invasion and migration, and to promote the discovery and evaluation of new therapeutic targets.

RHOA activity increases in pre-anaphase mitotic cells and participates in G2/M transition through mitotic cell rounding and de-adhesion [47]. The inhibition of RHOA leads to the inhibition of G2/M transition via the interference of mitotic cell rounding and de-adhesion [47,48]. In this study, JK-206 treatment dysregulated the G2/M checkpoint in GC cells. Disturbance of the G2/M checkpoint induces G2/M arrest, genomic instability, and subsequently, cell apoptosis [49]. JK-206 treatment may drive G2/M checkpoint arrest or catastrophic mitosis, resulting in subsequent apoptosis, which was confirmed by a notable decrease in cell viability in the cell viability assay (Figure 2a and Figure S1). Modifications of apoptosis- and cell-cycle-related pathways were also derived using our previously designed RHOA inhibitors (JK-136 and -139) [10]. Cross-talk between the RHOA signaling pathway and G2/M checkpoint is yet to be elucidated. Among the participant genes of the G2/M checkpoint gene set, *RUVBL2*, *EIF1AX*, and *SET* are known to play important roles in the cross-talk between RHOA signaling and cell cycle activity [50,51,52]. RUVBL2 is associated with poor prognosis in multiple types of cancer [52,53,54]. RUVBL2 is involved in DNA replication and its inhibition results in cancer cell death via cell cycle (i.e., S-phase) arrest and subsequent replication catastrophe in non-small cell lung cancer [52]. EIF1AX stimulates cell proliferation by inducing cell cycle transition (i.e., G1/S) via the inhibition of p21 expression, resulting in poor prognosis in breast cancer patients [51]. SET regulates the G2/M transition by modulating CDK1 [50], and it results in tumor progression and poor clinical outcomes in GC [55]. Therefore, SET is considered a potential therapeutic target [50,56,57]. In future studies, the specific roles of identified DEGs in the G2/M checkpoint gene set (i.e., *RUVBL2*, *H2AFZ*, *EIF1AX*, *SNRPD3*, and *SET*) need to be investigated to understand apoptosis or mitotic catastrophe induced by G2/M checkpoint alterations and discover new therapeutic targets.

The migration of cancer cells requires the reformation of microtubules, and RHOA is essential for cell motility, adhesion, and the regulation of actin and microtubules [58]. In our PPI network construction, JK-206 was found to be associated with the microtubule formation and function in GC cells, which was also confirmed by the remarkable reduction in cell migration in the cell migration assay (Figure 2b). We hypothesize that the downregulation of *BIRC5*, *FBXO5*, *KIF15*, and *RUVBL2* led to the perturbation of microtubule dynamics with JK-206 treatment in GC cells. Considering the biological roles of microtubules in the cell cycle, JK-206-induced perturbation of microtubule dynamics may have affected cell cycle transition, especially at the G2/M checkpoint. Inhibitors also serve as chemical probes to reveal biological mechanisms [59]. JK-206 showed good efficacy in the in vitro viability assay (Figure 2a,b), and through network analysis, we showed an association between RHOA and BIRC5 in the transcriptome dataset of JK-206-treated GC cell lines. We only performed in vitro and in silico assays to measure the efficacy of JK-206; however, the discrepancy between in vitro and in vivo experiments might be observed due to GC heterogeneity, as we previously reported [10]. Further studies based on diverse GC cell lines and xenograft models are needed.

There are limitations. In this study, the mRNA and protein expressions of RHOA and the DEGs by JK-206 were not investigated through RT-PCR and western blotting. Thus, our conclusions should be carefully interpreted.

In this study, a new RHOA inhibitor, JK-206, substantially decreased both cell viability and migration in GC cells (Figure 2a,b). Through systematic analysis of the gene expression dataset, we identified that JK-206 treatment led to suppression of the expression levels of oncogenic genes, which play key roles in apoptosis, carcinogenesis, and protein degradation. JK-206 treatment affected pathways related to the G2/M checkpoint, Myc target, and microtubule dynamics. Thus, the impact of JK-206 on multiple oncogenic pathways represents a promising therapeutic potential for GC as a pathway inhibitor.

## 5. Conclusions

In conclusion, we identified the optimized compound JK-206 as an RHOA inhibitor in GC. This study not only supports our previous extensive studies regarding RHOA as a therapeutic target in GC [8,10,60], but also suggests RHOA-mediated mitogenic pathway regulation as a new therapeutic strategy for GC.

## Figures and Tables

**Figure 1:**
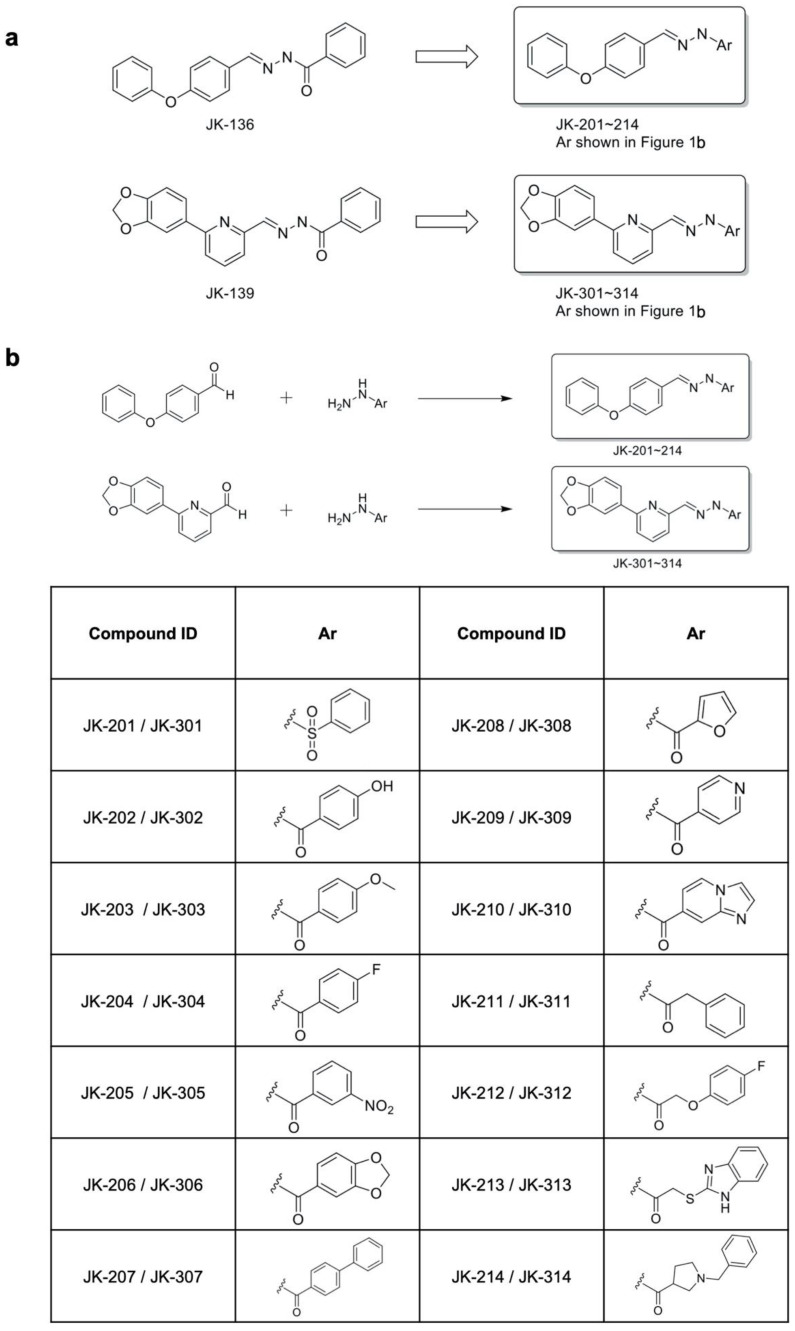
Design and synthesis of Ras homologous A (RHOA) inhibitors. (**a**) Rational design of novel RHOA inhibitors. (**b**) Synthesis of hydrazide derivatives. Reagents and conditions: methanol or ethanol, room temperature or reflux, 0.5 h–4 d.

**Figure 2:**
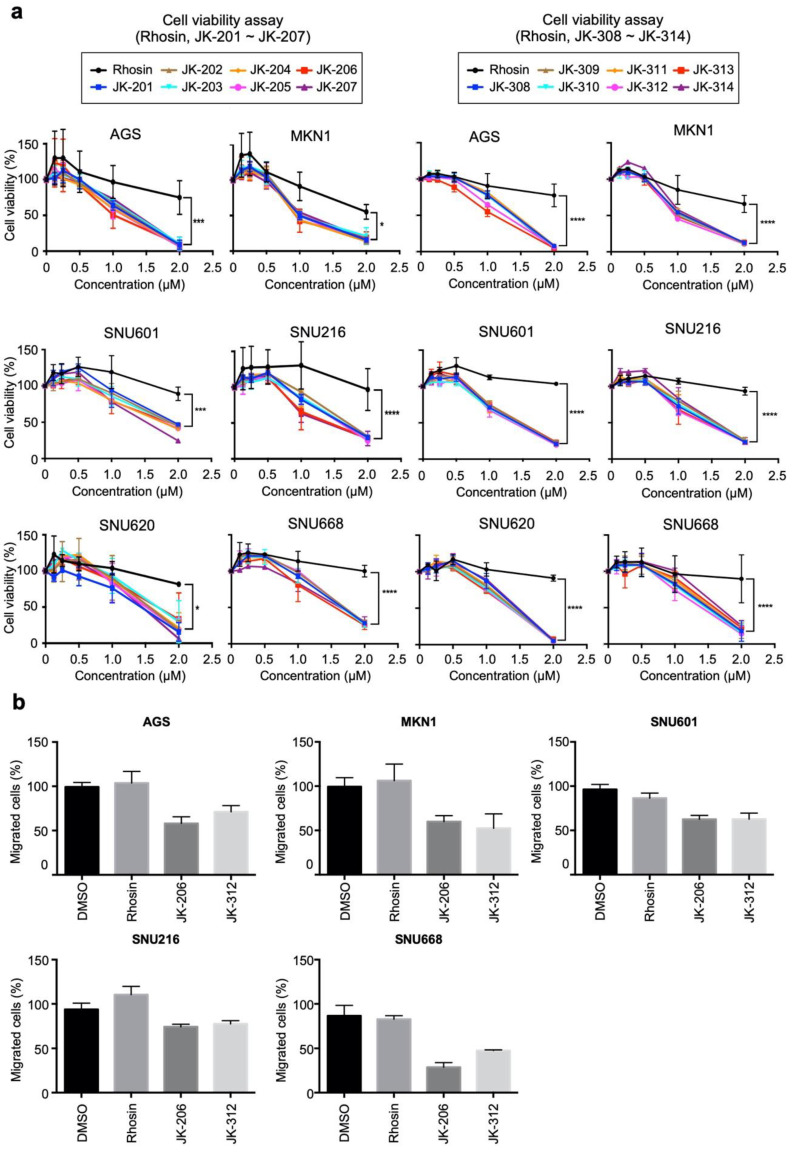
RHOA inhibitors suppressed cell growth and migration in gastric cancer (GC) cells. (**a**) The GC cell lines AGS, MKN1, SNU601, SNU216, SNU620, and SNU668 were treated with 15 small-molecule candidates including Rhosin (see also Figure S1). (**b**) The migration assay showed significant inhibition of wound healing with treatment with both JK-206 and JK-312 (* *p* value < 0.05, *** *p* value < 0.001, **** *p* value < 0.0001).

**Figure 3:**
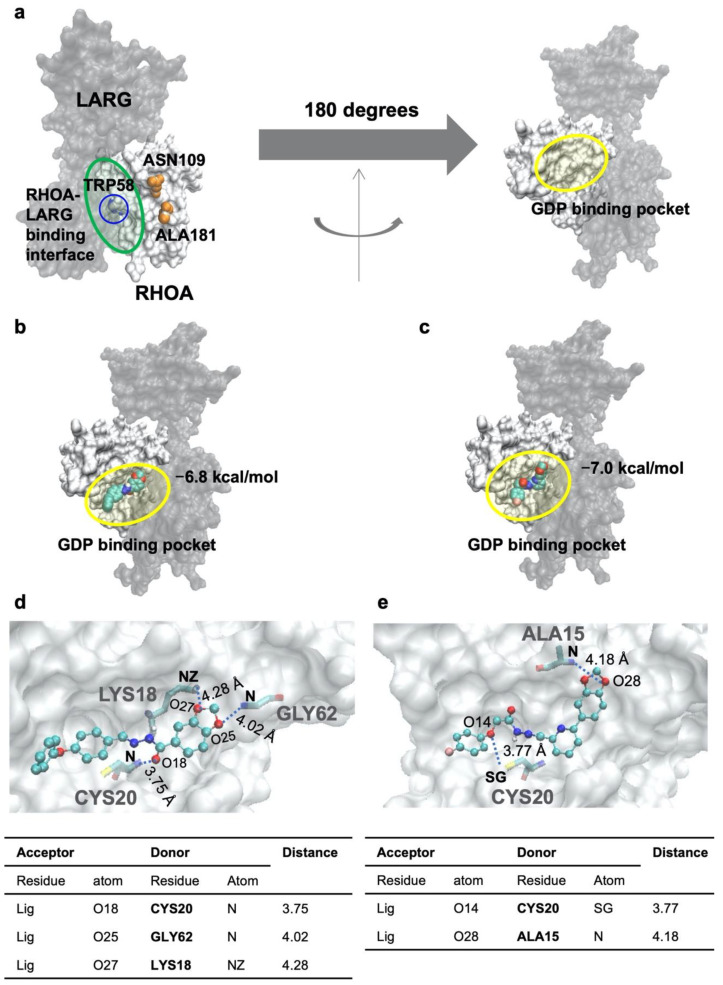
Molecular docking simulations and hydrogen bond patterns. (**a**) Molecular representation of the RHOA–LARG complex. The RHOA structure is illustrated using a white surface model. The interacting partner protein, LARG (Rho guanine nucleotide exchange factor 12), is shaded based on a black transparency surface model. The two structures are interacting on the RHOA–LARG-binding interface circled by transparent green in the left figure. The TRP58 is located on the RHOA–LARG-binding surface. The channel is formed between ASN109 and ALA181, which are illustrated by orange spheres. The GDP-binding pocket (transparent yellow circle in the right figure) exists on the opposite side (180 degrees’ rotation of the principal axis of the proteins). The docking poses (**b**) JK-206 and (**c**) JK-312 are drawn on the RHOA. The inhibitors are also drawn using space-filling models colored by atom types (oxygen: red; nitrogen: blue; carbon: cyan). The hydrogen-bond-interacting patterns of (**d**) JK-206 and (**e**) JK-312 are drawn. The inhibitors are drawn using ball-and-stick models colored by atom types. The interacting residues are drawn using a stick model colored by atom types. The interacting hydrogen bonds are drawn using dot lines with the bonding distances, with the Angstrom as the unit. Detailed information on the hydrogen bonds is tabulated below the hydrogen-bond-interacting pattern.

**Figure 4:**
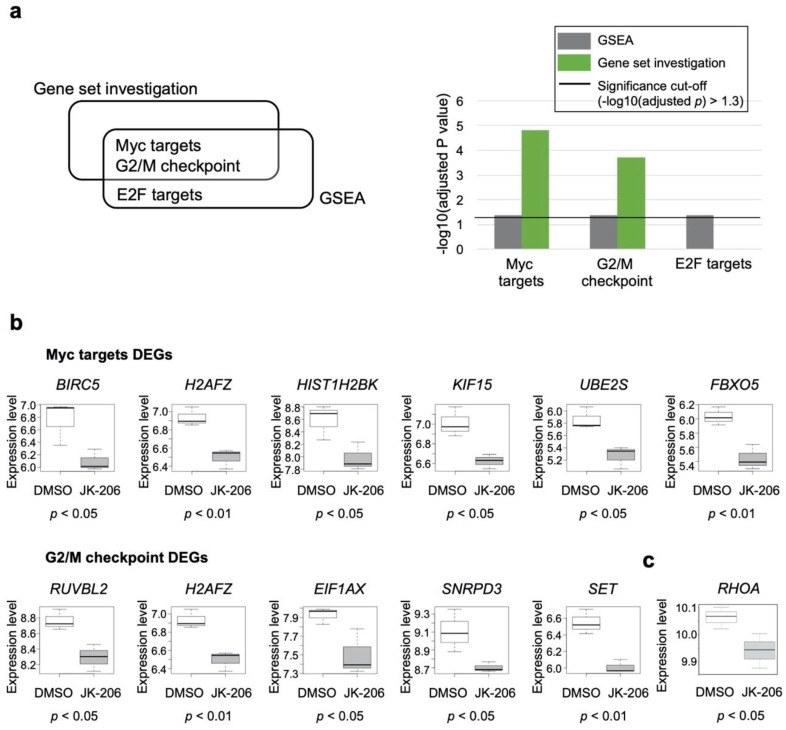
Gene set analysis of GC cells treated with JK-206 and -312 compared to those treated with dimethyl sulfoxide (DMSO). (**a**) Significantly detected gene sets of gene set analyses. (**b**) Expression profiles of the differentially expressed genes (DEGs) in the two gene sets (Myc targets and G2/M checkpoint). (**c**) Expression pattern of *RHOA* in JK-206- vs. DMSO-treated GC cells.

**Figure 5:**
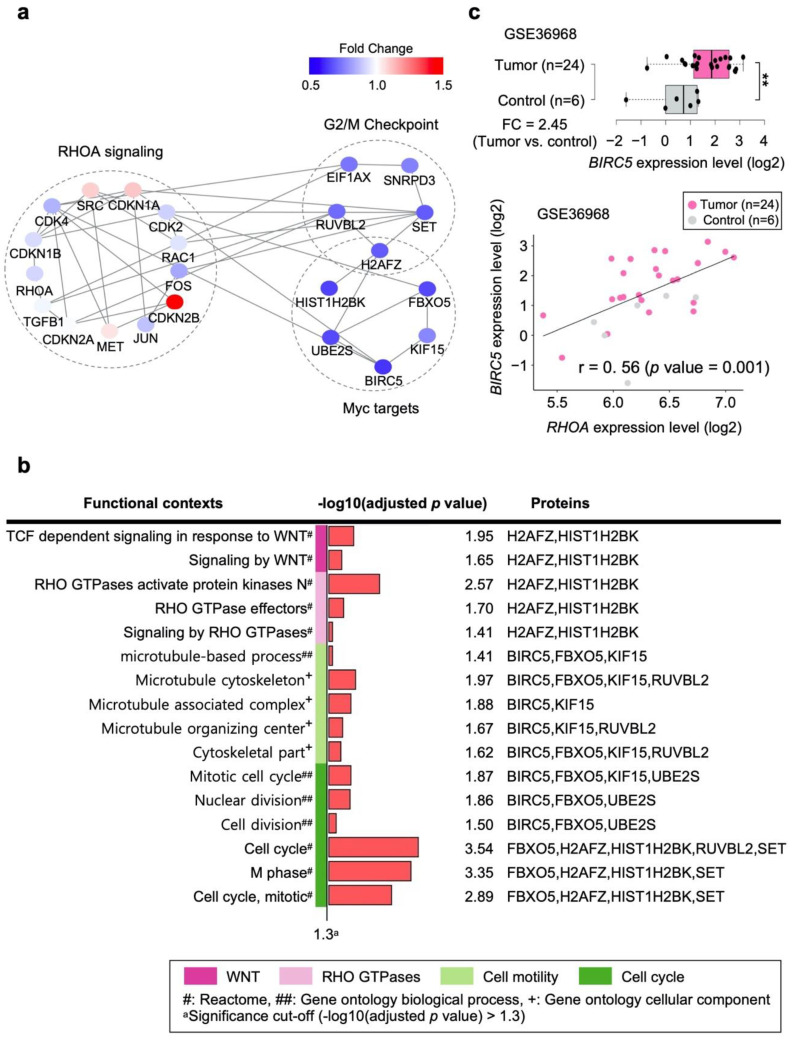
Protein-protein interaction (PPI) network construction and functional context analysis of the network of GC cells treated with JK-206 compared to those treated with DMSO. (**a**) PPI networks constructed from RHOA signaling and DEGs of GC cells treated with JK-206 compared to those treated with DMSO. (**b**) Functional contexts of GC cells treated with JK-206 compared to those treated with DMSO in the PPI network. (**c**) Differentially expressed *BIRC5* between tumor and control groups and correlation between *BIRC5* and *RHOA* in the independent GC patient dataset (GEO accession number: GSE36968). r: Pearson’s correlation coefficient. ** *p* value < 0.01.

## Data Availability

All data are publicly available. The microarray dataset in this study was deposited in the NCBI GEO repository (GEO accession GSE188908) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188908, accessed on 30 December 2021). For GC-cell-treated DMSO, three samples (GSM3984792, GSM3984796, and GSM3984800) were downloaded from our previously deposited dataset, GSE135068 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135068, accessed on 30 December 2021).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14071604/s1, Figure S1: RHOA inhibitors suppress cell growth and migration in GC.; Figure S2: Cell viability assay at 2 μM treatment; Figure S3: Expression patterns of the DEGs (depicted in Figure 4b) in JK-206, JK-312, and DMSO treatments in GC cells; Figure S4: JK-206 and JK-312 treatments in GC cells down-regulated hallmark gene sets of Myc targets, G2/M checkpoint, and E2F targets compared to the DMSO treatment in GC cells; Figure S5: Expression patterns of the DEGs (depicted in Figure 4b) by another RHOA inhibitors in GC cells; Figure S6: Correlations with *RHOA* and DEGs (depicted in Figure 4b) and expression patterns of the DEGs by knockdown and knockout of *RHOA* in GC and prostate cancer cells; Figure S7: Differentially expressed genes in association with *RHOA* expression level in an independent GC dataset (GSE36968); Table S1: A list of DEGs common and uncommon to JK-206 treated (versus DMSO treated) and JK-312 treated (versus DMSO treated) GC cells; Method S1: Synthesis of hydrazide derivatives.

# Supplementary material for: Second-Generation JK-206 Targets the Oncogenic Signal Mediator RHOA in Gastric Cancer
**Source:** Cancers (Basel). 2022 Mar 22;14(7):1604. doi: 10.3390/cancers14071604
**Supplement:** Supplementary file 1

Second-generation JK-206 targets the oncogenic signal mediator RHOA in gastric cancer

Myeonghun Beak, Sungjin Park, and Jin-Hee Kim et al.

Supplementary data

Contents

Figure S1. RHOA inhibitors suppress cell growth and migration in GC.

Figure S2. Cell viability assay at 2 μ M treatment.

Figure S3. Expression patterns of the DEGs (depicted in Figure 4b) in JK-206, JK-312, and DMSO treatments in GC cells.

Figure S4. JK-206 and JK-312 treatments in GC cells down-regulated hallmark gene sets of Myc targets, G2/M checkpoint, and E2F targets compared to the DMSO treatment in GC cells.

Figure S5. Expression patterns of the DEGs (depicted in Figure 4b) by another RHOA inhibitors in GC cells.

Figure S6. Correlations with *RHOA* and DEGs (depicted in Figure 4b) and expression patterns of the DEGs by knockdown and knockout of *RHOA* in GC and prostate cancer cells.

Figure S7. Differentially expressed genes in association with *RHOA* expression level in an independent GC dataset (GSE36968).

Method S1. Synthesis of hydrazide derivatives

Table S1. A list of DEGs common and uncommon to JK-206 treated (versus DMSO treated) and JK-312 treated (versus DMSO treated) GC cells.

Cell viability assay
(Rhosin, JK-208 ~ JK-214)

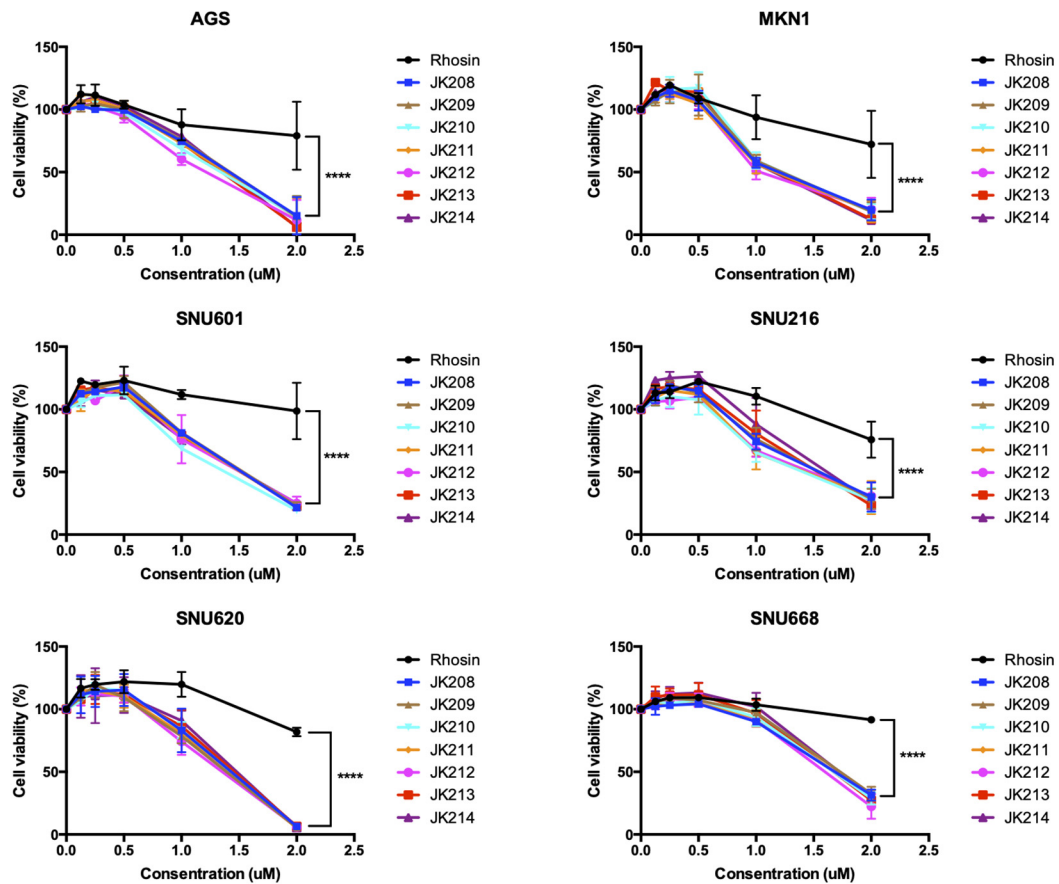

Cell viability assay
(Rhosin, JK-301 ~ JK-307)

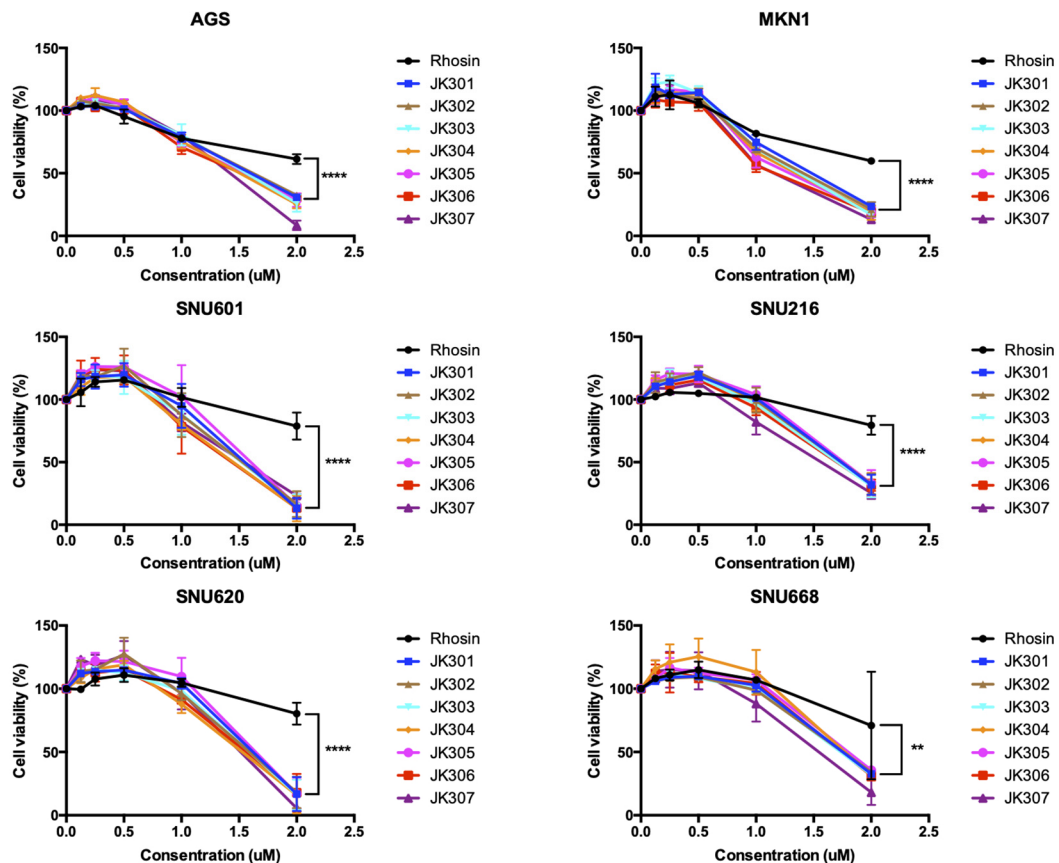

Figure S1. RHOA inhibitors suppress cell growth in GC. GC cell lines, AGS, MKN-1, SNU601, SNU216, SNU620, and SNU668 were treated with the 15 small molecule candidates included Rhosin (** p value < 0.01, **** p value < 0.0001).

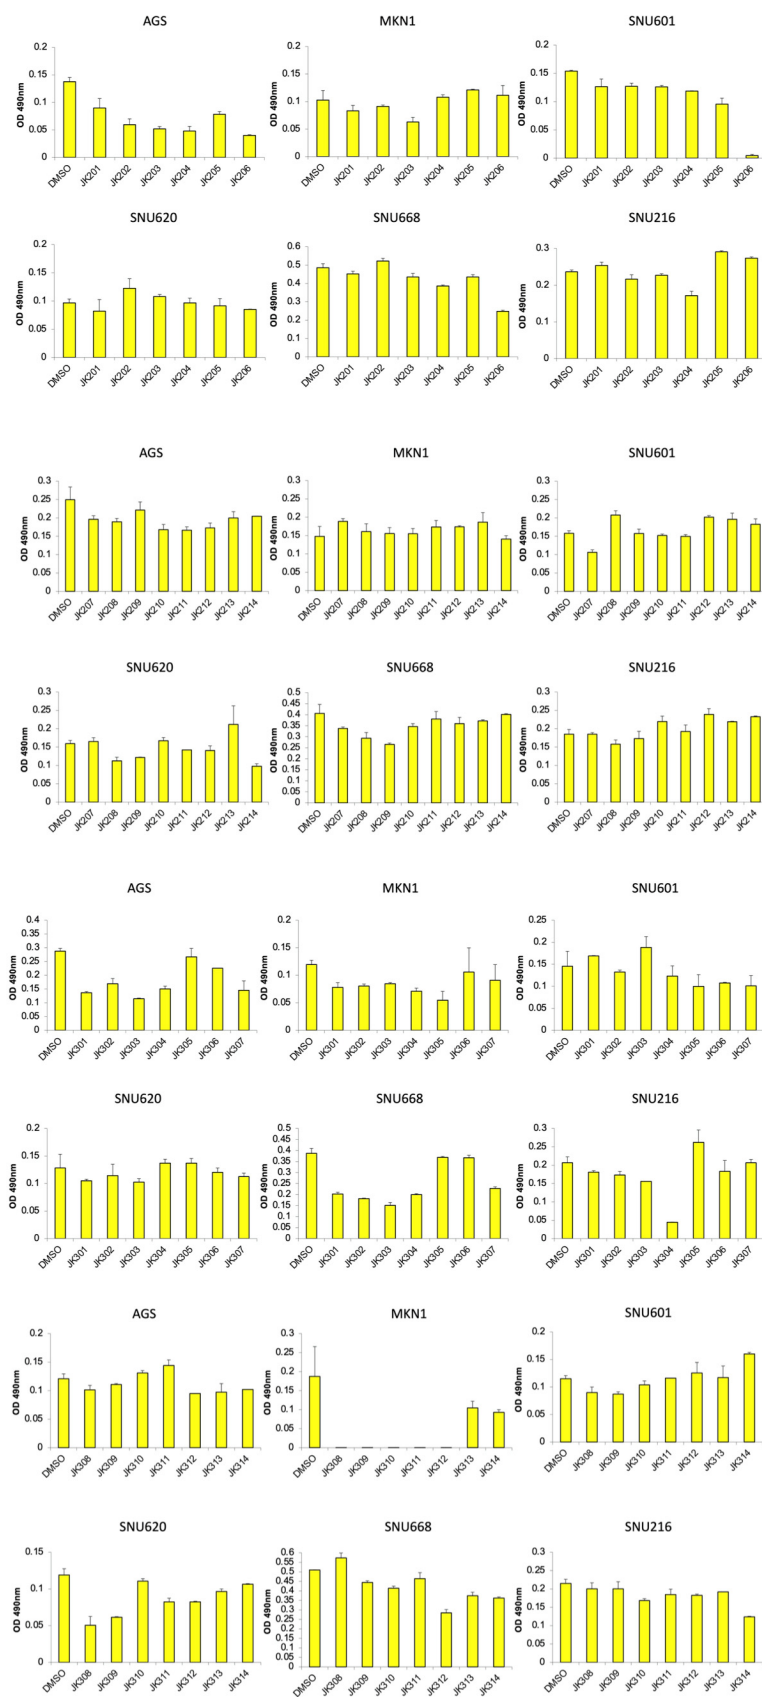

Figure S2. Cell viability assay at 2 μ M treatment.

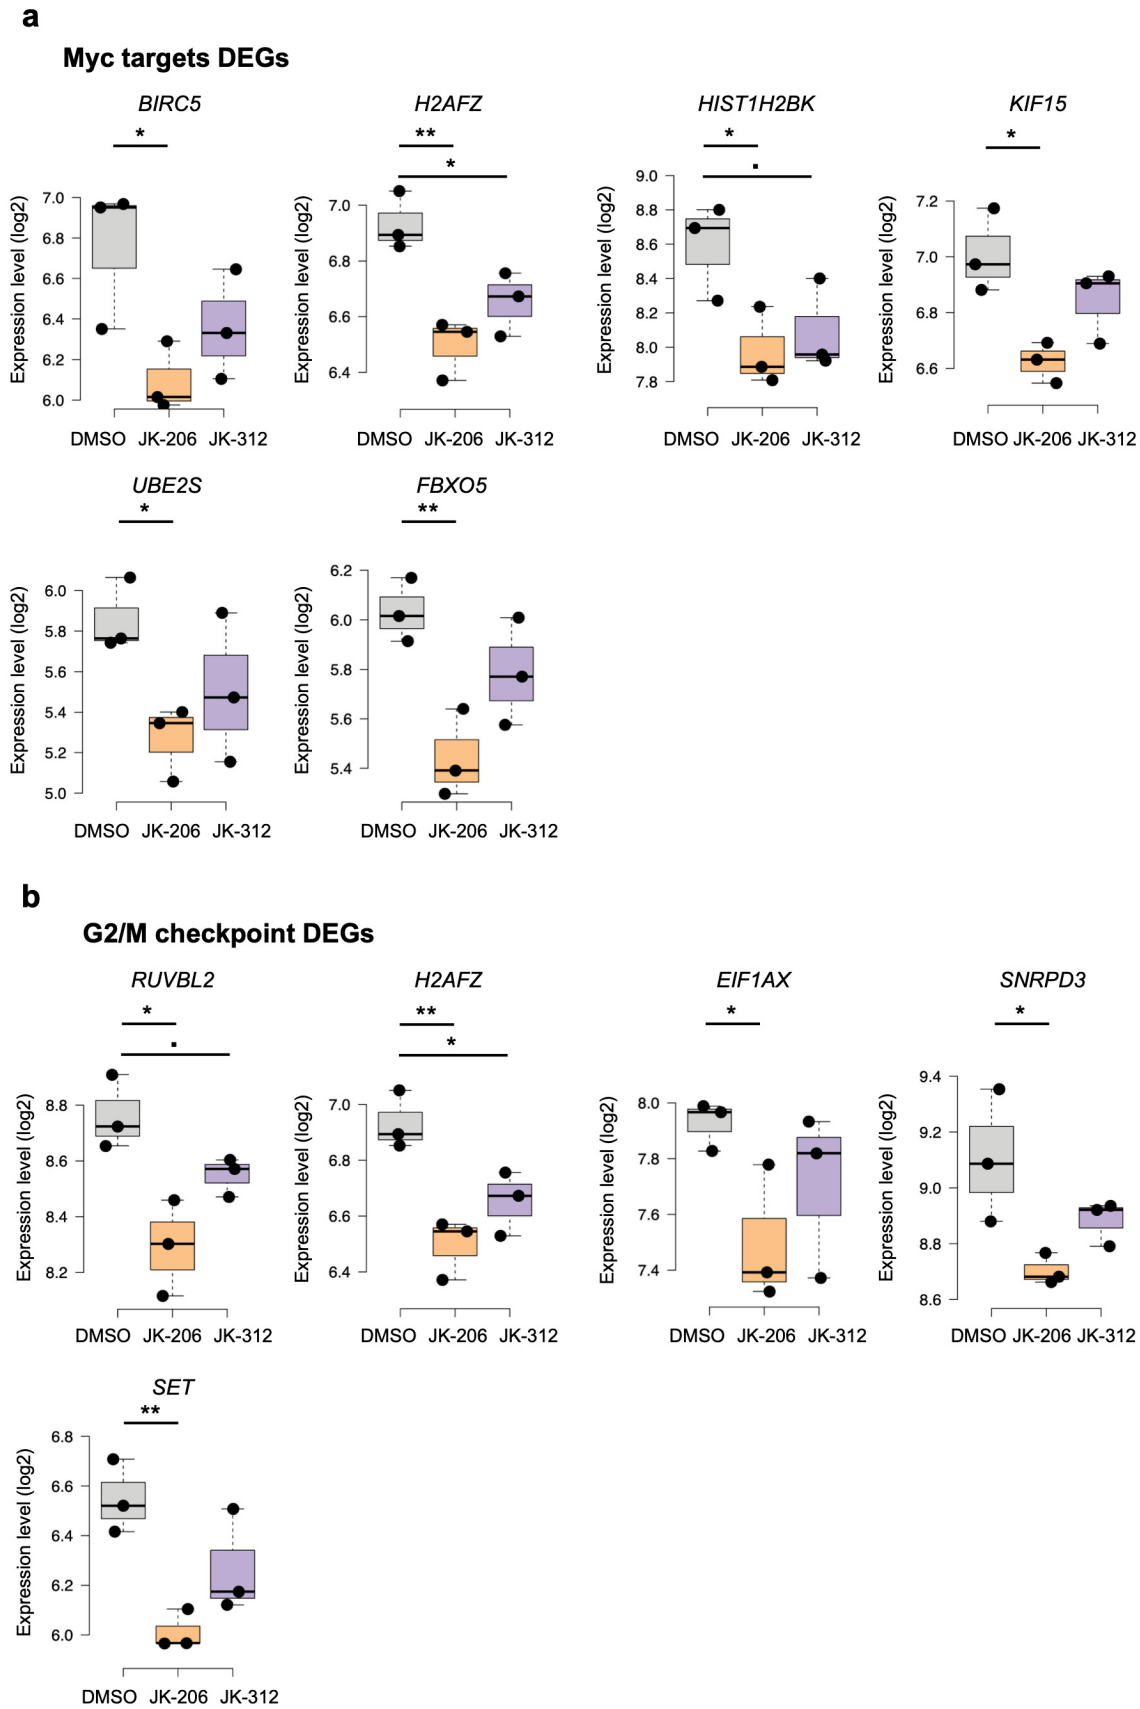

Figure S3. Expression patterns of the DEGs (depicted in Figure 4b) in JK-206, JK-312 and DMSO treatments in GC cells. (a) Gene expression profiles involved in the gene set of Myc targets. (b)

Gene expression profiles involved in the gene set of G2/M checkpoint. p value < 0.1 ; *, p value < 0.05 ; **, p value < 0.01 .

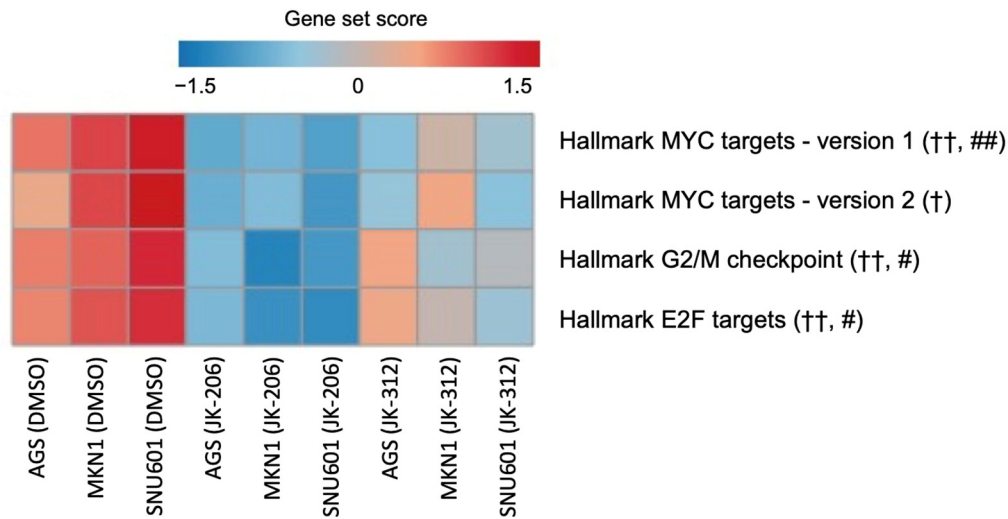

Figure S4. JK-206 and JK-312 treatments in GC cells down-regulated hallmark gene sets of Myc targets, G2/M checkpoint, and E2F targets compared to the DMSO treatment in GC cells. †, p value < 0.05 ; ††, p value < 0.01 ; JK-206 treated vs. DMSO treated GC cell lines; #, p value < 0.05 ; ##, p value < 0.01 ; JK-312 treated vs. DMSO treated GC cell lines (T test).

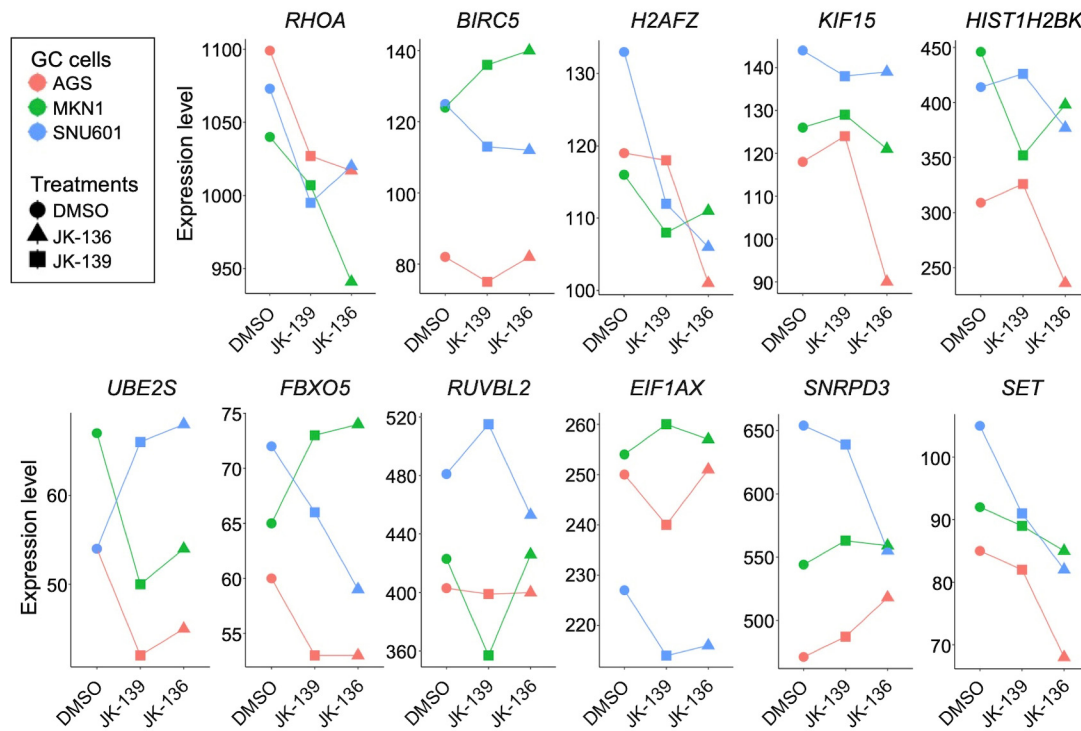

Figure S5. Expression patterns of the DEGs (depicted in Figure 4b) by another RHOA inhibitors in GC cells. Expression levels of *RHOA*, MYC target genes, G2/M checkpoint-related genes in JK-136-, JK-139-, and DMSO-treated GC cells. The data set was obtained from Gene Expression Omnibus (GEO) accession GSE135068 [1].

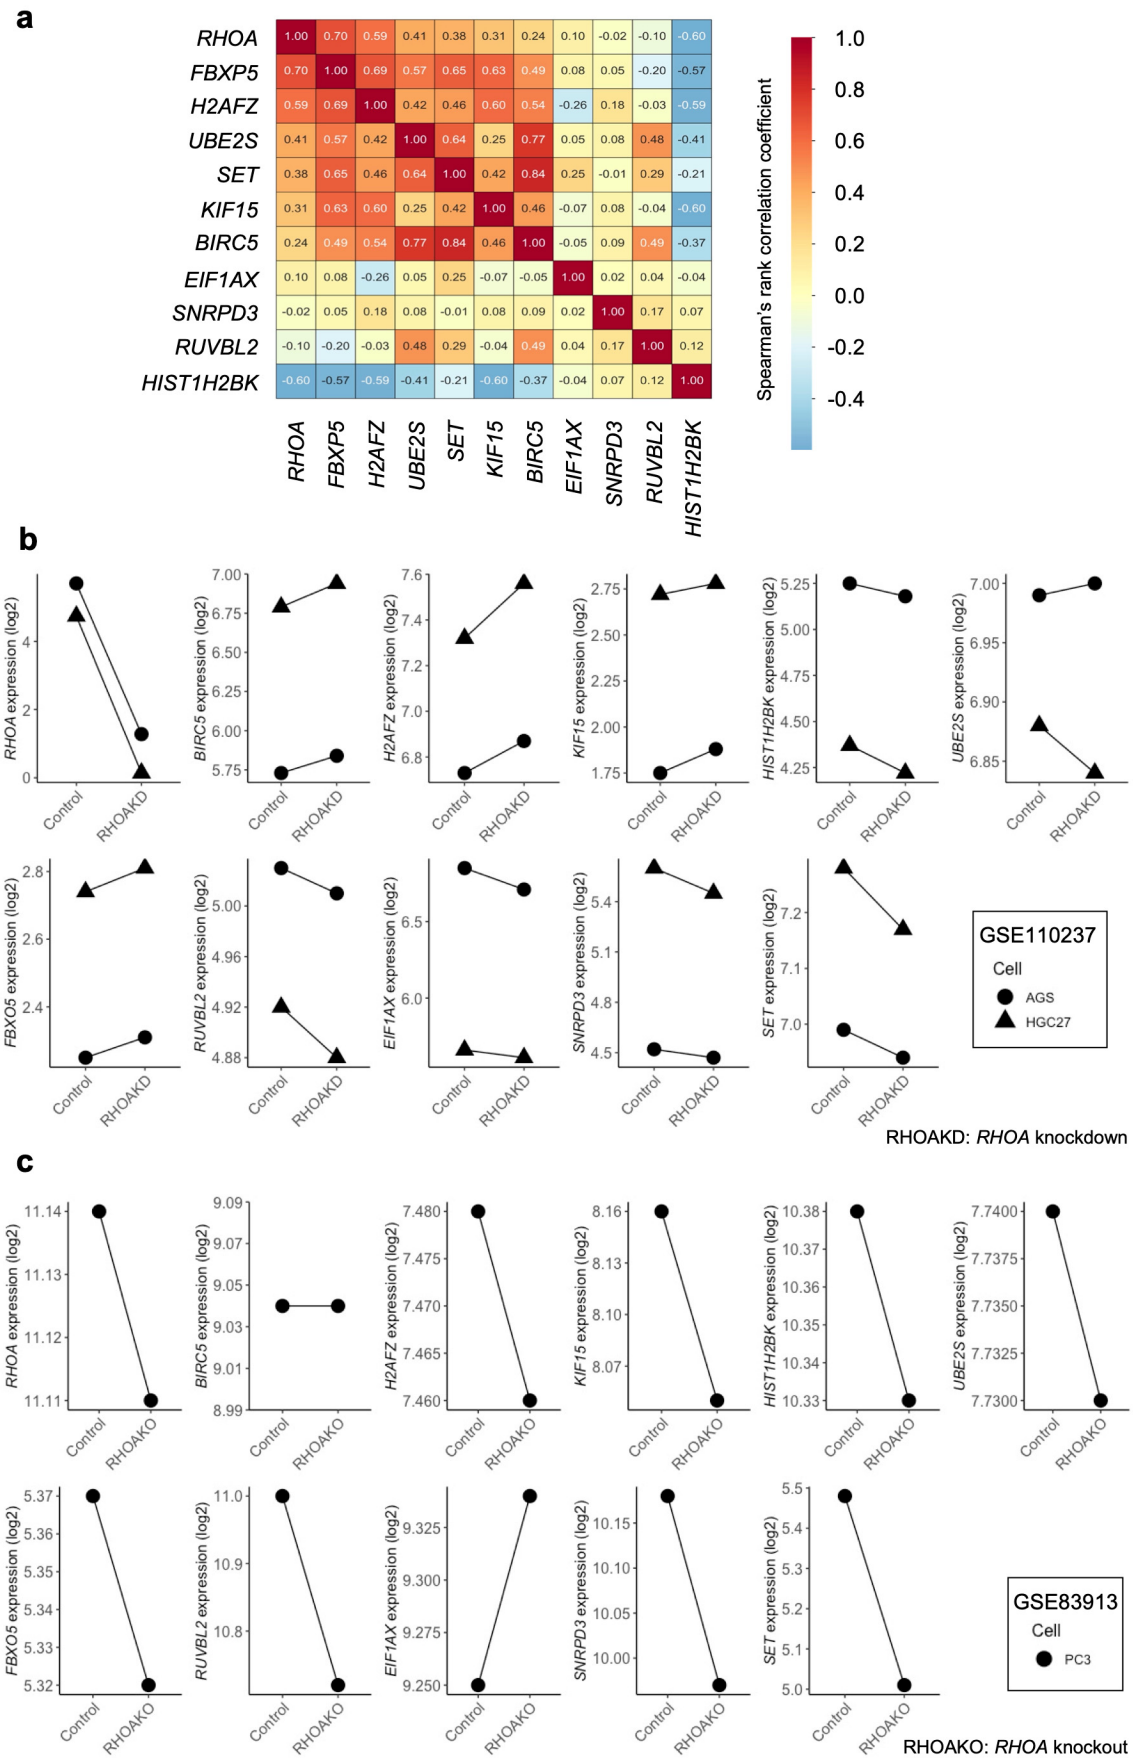

Figure S6. Correlations with *RHOA* and DEGs (depicted in Figure 4b) and expression patterns of the DEGs by knockdown and knockout of *RHOA* in GC and prostate cancer cells. (a) Heatmap of correlation coefficients of the ten DEGs (depicted in Figure 4b) with *RHOA* in 13 GC cell lines from

Cancer Cell Line Encyclopedia (CCLE) database [2]. **(b)** MRNA expression levels of *RHOA*, Myc target genes, G2/M checkpoint-related genes in GC cell lines (AGS and HGC27). The dataset was obtained from GEO accession GSE110237 [3]. **(c)** Expression levels of *RHOA*, Myc target genes, G2/M checkpoint-related genes in prostate cell line (PC3). The dataset was obtained from GEO accession GSE83913 [4].

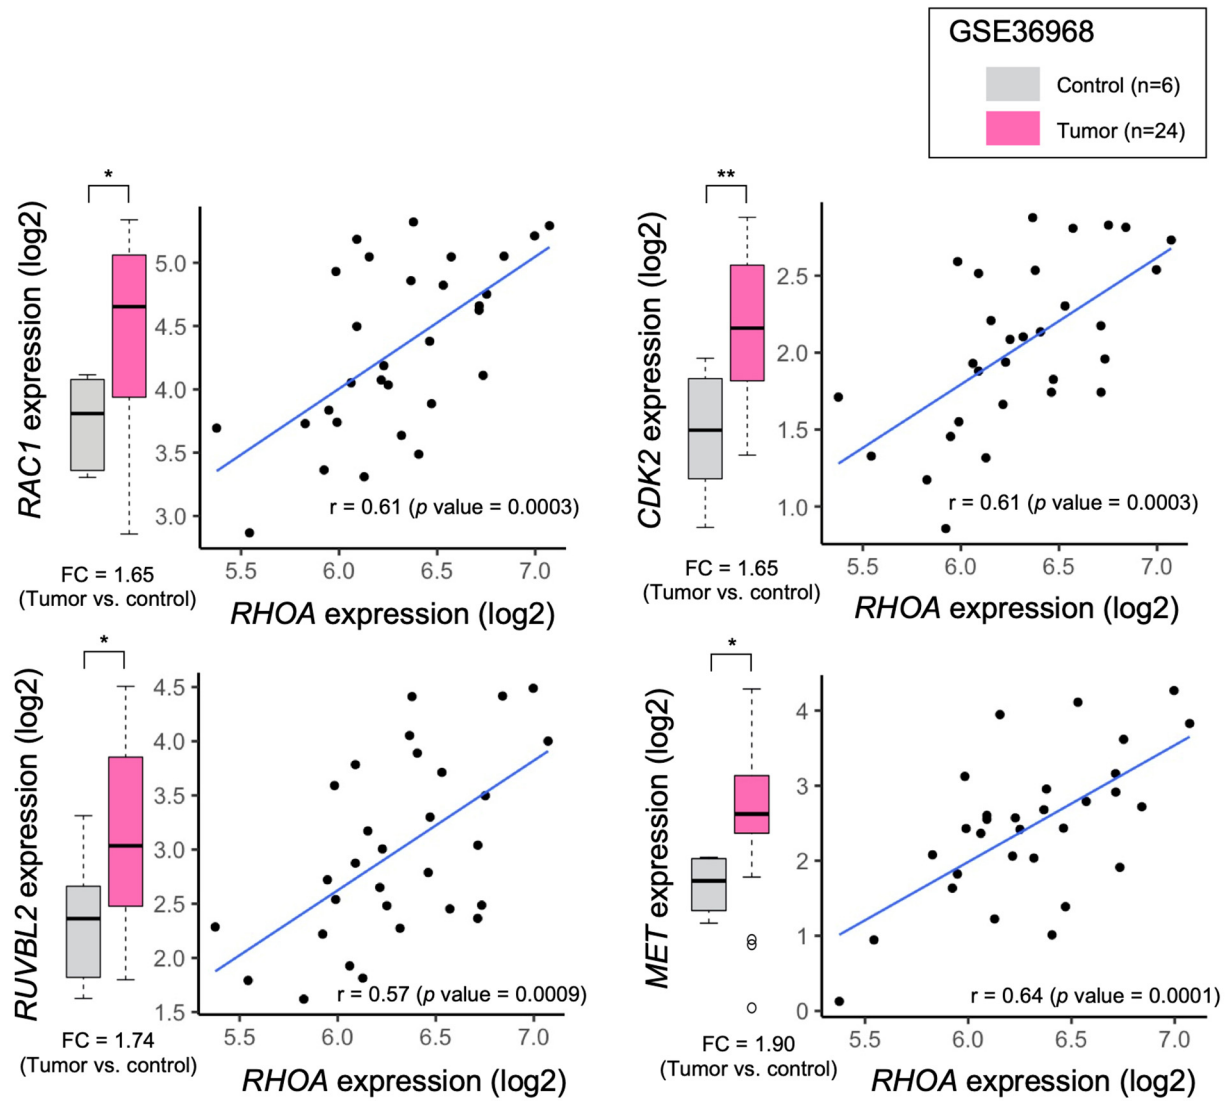

Figure S7. Differentially expressed genes in association with *RHOA* expression level in an independent GC dataset (GSE36968). Analyses of differentially expressed genes and Pearson's correlation coefficients were performed with 20 genes (excluding *RHOA*) from the network (Figure 5a) using the independent GC dataset (GSE36968). r : Pearson's correlation coefficient. Significance: *, p value < 0.05; **, p value < 0.01.

Supplementary Method S1

Synthesis of hydrazide derivatives

(E)-N'-(4-phenoxybenzylidene)benzenesulfonohydrazide (JK-201): a white solid; Yield: 78%; IR (ATR) cm^{-1} 3207, 1589, 1509, 1486, 1448; ^1H NMR (400 MHz, $\text{DMSO}-d_6$) δ 11.46 (s, 1H), 7.89 (m, 3H), 7.61 (m, 5H), 7.41 (t, $J = 8.0$ Hz, 2H), 7.18 (t, $J = 8.0$ Hz, 1H), 7.04 (d, $J = 8.0$ Hz, 2H), 6.98 (d, $J = 8.0$ Hz, 2H); ^{13}C NMR (100 MHz, $\text{DMSO}-d_6$) δ 158.45, 155.72, 146.58, 139.02, 135.47, 132.99, 130.16, 129.21, 128.66, 127.14, 124.10, 119.27, 118.25; HRMS (ESI) calcd for $\text{C}_{19}\text{H}_{16}\text{N}_2\text{O}_3\text{S}$ $[\text{M}+\text{H}]^+$ 353.0960; found 353.0956.

(E)-4-hydroxy-N'-(4-phenoxybenzylidene)benzohydrazide (JK-202): a white solid; Yield: 90%; IR (ATR) cm^{-1} 3171, 3027, 1642, 1604, 1585, 1561, 1502, 1486; ^1H NMR (400 MHz, $\text{DMSO}-d_6$) δ 11.60 (s, 1H), 10.12 (s, 1H), 8.42 (s, 1H), 7.81 (d, $J = 8.0$ Hz, 2H), 7.72 (d, $J = 8.0$ Hz, 2H), 7.43 (t, $J = 8.0$ Hz, 2H), 7.20 (t, $J = 8.0$ Hz, 1H), 7.09 (d, $J = 8.0$ Hz, 2H), 7.05 (d, $J = 8.0$ Hz, 2H), 6.86 (d, $J = 8.0$ Hz, 2H); ^{13}C NMR (100 MHz, $\text{DMSO}-d_6$) δ 162.63, 160.63, 158.33, 155.80, 146.19, 130.19, 129.62, 129.55, 128.80, 124.10, 123.90, 119.34, 118.28, 114.99; HRMS (ESI) calcd for $\text{C}_{20}\text{H}_{16}\text{N}_2\text{O}_3$ $[\text{M}+\text{H}]^+$ 333.1239; found 333.1248.

(E)-4-methoxy-N'-(4-phenoxybenzylidene)benzohydrazide (JK-203): a white solid; Yield: 79%; IR (ATR) cm^{-1} 3201, 3016, 1631, 1604, 1544, 1500; ^1H NMR (400 MHz, $\text{DMSO}-d_6$) δ 11.69 (s, 1H), 8.43 (s, 1H), 7.91 (d, $J = 8.0$ Hz, 2H), 7.73 (d, $J = 8.0$ Hz, 2H), 7.43 (t, $J = 8.0$ Hz, 2H), 7.20 (t, $J = 8.0$ Hz, 1H), 7.07 (m, 6H), 3.83 (s, 3H); ^{13}C NMR (100 MHz, $\text{DMSO}-d_6$) δ 162.42, 161.96, 158.40, 155.78, 146.52, 130.20, 129.47, 128.86, 125.47, 124.12, 119.36, 118.27, 113.69, 55.41; HRMS (ESI) calcd for $\text{C}_{21}\text{H}_{18}\text{N}_2\text{O}_3$ $[\text{M}+\text{H}]^+$ 347.1396; found 347.1403.

(E)-4-fluoro-N'-(4-phenoxybenzylidene)benzohydrazide (JK-204): a white solid; Yield: 75%; IR (ATR) cm^{-1} 3235, 3044, 1644, 1599, 1588, 1550, 1500, 1485; ^1H NMR (400 MHz, $\text{DMSO}-d_6$) δ 11.83 (s, 1H), 8.43 (s, 1H), 7.99 (m, 2H), 7.75 (d, $J = 8.0$ Hz, 2H), 7.44 (t, $J = 8.0$ Hz, 2H), 7.37 (t, $J = 8.0$ Hz, 2H), 7.20 (t, $J = 8.0$ Hz, 1H), 7.09 (d, $J = 8.0$ Hz, 2H), 7.06 (d, $J = 8.0$ Hz, 2H); ^{13}C NMR

(100 MHz, DMSO-*d*₆) δ 164.10 (d, J = 247.0 Hz), 161.94, 158.57, 155.73, 147.24, 130.29 (d, J = 9.0 Hz), 130.21, 129.89, 129.25, 128.99, 124.17, 119.41, 118.24, 115.44 (d, J = 21.0 Hz); HRMS (ESI) calcd for C₂₀H₁₅FN₂O₂ [M+H]⁺ 335.1196; found 335.1205.

(E)-3-nitro-N'-(4-phenoxybenzylidene)benzohydrazide (JK-205): a white solid; Yield: 89%; IR (ATR) cm⁻¹ 3186, 3031, 1645, 1600, 1554, 1529, 1504, 1488; ¹H NMR (400 MHz, DMSO-*d*₆) δ 12.12 (s, 1H), 8.76 (s, 1H), 8.47 (s, 1H), 8.44 (d, J = 8.0 Hz, 1H), 8.37 (d, J = 8.0 Hz, 1H), 7.84 (t, J = 8.0 Hz, 1H), 7.77 (d, J = 8.0, 2H), 7.44 (t, J = 8.0 Hz, 2H), 7.21 (t, J = 8.0 Hz, 1H), 7.10 (d, J = 8.0 Hz, 2H), 7.07 (d, J = 8.0 Hz, 2H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 160.84, 158.77, 155.66, 148.19, 147.75, 134.80, 134.11, 130.29, 130.22, 129.16, 129.01, 126.30, 124.22, 122.26, 119.45, 118.22; HRMS (ESI) calcd for C₂₀H₁₅N₃O₄ [M+H]⁺ 362.1141; found 362.1140.

(E)-N'-(4-phenoxybenzylidene)benzo[d][1,3]dioxole-5-carbohydrazide (JK-206): a white solid; Yield: 96%; IR (ATR) cm⁻¹ 3299, 1646, 1605, 1586, 1530, 1483; ¹H NMR (400 MHz, DMSO-*d*₆) δ 11.66 (s, 1H), 8.42 (s, 1H), 7.73 (d, J = 8.0 Hz, 2H), 7.53 (d, J = 8.0 Hz, 1H), 7.44 (m, 3H), 7.20 (t, J = 8.0 Hz, 1H), 7.07 (m, 5H), 6.13 (s, 2H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 162.07, 158.45, 155.76, 150.12, 147.40, 146.75, 130.20, 129.38, 128.89, 127.21, 124.14, 122.76, 119.38, 118.25, 108.03, 107.56, 101.81; HRMS (ESI) calcd for C₂₁H₁₆N₂O₄ [M+H]⁺ 361.1188; found 361.1193.

(E)-N'-(4-phenoxybenzylidene)-[1,1'-biphenyl]-4-carbohydrazide (JK-207): a white solid; Yield: 88%; IR (ATR) cm⁻¹ 3208, 3173, 3035, 1647, 1604, 1585, 1550, 1482; ¹H NMR (400 MHz, DMSO-*d*₆) δ 11.88 (s, 1H), 8.48 (s, 1H), 8.03 (d, J = 8.0 Hz, 2H), 7.84 (d, J = 8.0 Hz, 2H), 7.76 (d, J = 8.0 Hz, 4H), 7.51 (t, J = 8.0 Hz, 2H), 7.44 (m, 3H), 7.21 (t, J = 8.0 Hz, 1H), 7.08 (m, 4H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 162.62, 158.54, 155.73, 147.14, 143.23, 139.06, 132.18, 130.21, 129.33, 129.04, 128.98, 128.29, 128.15, 126.90, 126.66, 124.17, 119.41, 118.24; HRMS (ESI) calcd for C₂₆H₂₀N₂O₂ [M+H]⁺ 393.1603; found 393.1615.

(E)-N'-(4-phenoxybenzylidene)furan-2-carbohydrazide (JK-208): a white solid; Yield: 76%; IR (ATR) cm⁻¹ 3164, 3016, 2998, 1641, 1585, 1542, 1503, 1474; ¹H NMR (400 MHz, DMSO-*d*₆) δ 11.80 (s, 1H), 8.43 (s, 1H), 7.94 (s, 1H), 7.72 (d, J = 8.0 Hz, 2H), 7.43 (t, J = 8.0 Hz, 2H), 7.29 (s, 1H),

7.20 (t, $J = 8.0$ Hz, 1H), 7.09 (d, $J = 8.0$ Hz, 2H), 7.05 (d, $J = 8.0$ Hz, 2H), 6.70 (s, 1H); ^{13}C NMR (100 MHz, DMSO- d_6) δ 158.54, 155.73, 154.11, 147.21, 146.66, 145.77, 130.20, 129.22, 128.97, 124.15, 119.39, 118.25, 114.82, 112.06; HRMS (ESI) calcd for $\text{C}_{18}\text{H}_{14}\text{N}_2\text{O}_3$ $[\text{M}+\text{H}]^+$ 307.1083; found 307.1087.

(E)-N'-(4-phenoxybenzylidene)isonicotinohydrazide (JK-209): a pale yellow solid; Yield: 80%; IR (ATR) cm^{-1} 3236, 3065, 1653, 1587, 1551, 1487; ^1H NMR (400 MHz, DMSO- d_6) δ 12.03 (s, 1H), 8.79 (d, $J = 4.0$ Hz, 2H), 8.45 (s, 1H), 7.82 (d, $J = 4.0$ Hz, 2H), 7.77 (d, $J = 8.0$ Hz, 2H), 7.44 (t, $J = 8.0$ Hz, 2H), 7.21 (t, $J = 8.0$ Hz, 1H), 7.08 (m, 4H); ^{13}C NMR (100 MHz, DMSO- d_6) δ 161.54, 158.86, 155.67, 150.34, 148.44, 140.53, 130.26, 129.23, 128.97, 124.28, 121.54, 119.51, 118.24; HRMS (ESI) calcd for $\text{C}_{19}\text{H}_{15}\text{N}_3\text{O}_2$ $[\text{M}+\text{Na}]^+$ 340.1062; found 340.1056.

(E)-N'-(4-phenoxybenzylidene)imidazo[1,2-a]pyridine-7-carbohydrazide (JK-210): an off-white solid; Yield: 82%; IR (ATR) cm^{-1} 3201, 3043, 1670, 1630, 1586, 1549, 1504, 1485; ^1H NMR (400 MHz, DMSO- d_6) δ 11.98 (s, 1H), 8.67 (d, $J = 8.0$ Hz, 1H), 8.47 (s, 1H), 8.27 (s, 1H), 8.11 (s, 1H), 7.77 (m, 3H), 7.44 (t, $J = 8.0$ Hz, 2H), 7.38 (d, $J = 8.0$ Hz, 1H), 7.20 (t, $J = 8.0$ Hz, 1H), 7.08 (m, 4H); ^{13}C NMR (100 MHz, DMSO- d_6) δ 161.41, 158.63, 155.70, 147.49, 143.37, 135.25, 130.20, 129.19, 129.05, 128.61, 126.93, 124.17, 119.42, 118.23, 116.35, 114.47, 110.51; HRMS (ESI) calcd for $\text{C}_{21}\text{H}_{16}\text{N}_4\text{O}_2$ $[\text{M}+\text{H}]^+$ 357.1352; found 357.1359.

(E)-N'-(4-phenoxybenzylidene)-2-phenylacetohydrazide (JK-211): an off-white solid; Yield: 84%; IR (ATR) cm^{-1} 3210, 3055, 1667, 1586, 1555, 1504, 1486; ^1H NMR (400 MHz, DMSO- d_6) δ 11.56 (s, 0.4H), 11.35 (s, 0.6H), 8.20 (s, 0.4H), 7.98 (s, 0.6H), 7.70 (m, 2H), 7.31 (m, 8H), 7.05 (m, 4H), 3.97 (s, 1.2H), 3.53 (s, 0.8H); ^{13}C NMR (100 MHz, DMSO- d_6) δ 172.15, 166.40, 158.43, 158.16, 155.85, 155.73, 145.89, 142.21, 135.74, 135.70, 130.17, 129.36, 129.04, 128.87, 128.57, 128.29, 128.20, 126.55, 126.33, 124.12, 124.05, 119.36, 119.23, 118.38, 118.17, 41.22; HRMS (ESI) calcd for $\text{C}_{21}\text{H}_{18}\text{N}_2\text{O}_2$ $[\text{M}+\text{H}]^+$ 331.1447; found 331.1453.

(E)-2-(4-fluorophenoxy)-N'-(4-phenoxybenzylidene)acetohydrazide (JK-212): a white solid; Yield: 91%; IR (ATR) cm^{-1} 3213, 3071, 1691, 1607, 1587, 1504, 1488; ^1H NMR (400 MHz, DMSO- d_6) δ 11.54 (s, 1H), 8.32 (s, 0.4H), 7.99 (s, 0.6H), 7.71 (m, 2H), 7.43 (m, 2H), 7.10 (m, 9H), 5.11 (s, 1.2H), 4.64 (s, 0.8H); ^{13}C NMR (100 MHz, DMSO- d_6) δ 168.83, 164.00, 158.63, 158.29, 158.04, 157.73, 155.84, 155.68, 155.38, 154.51, 154.06, 147.32, 143.15, 130.20, 130.18, 129.02, 128.80,

124.18, 124.06, 119.42, 119.19, 118.32, 118.18, 116.10, 116.02, 115.98, 115.81, 115.75, 115.73, 115.57, 67.03, 65.22; HRMS (ESI) calcd for C₂₁H₁₇FN₂O₃ [M+H]⁺ 365.1301; found 365.1294.

(E)-2-((1H-benzo[d]imidazol-2-yl)thio)-N'-(4-phenoxybenzylidene)acetohydrazide (JK-213): a white solid; Yield: 77%; IR (ATR) cm⁻¹ 3206, 3150, 3051, 1667, 1587, 1485; ¹H NMR (400 MHz, DMSO-*d*₆) δ 12.61 (s, 1H), 11.61 (s, 1H), 8.19 (s, 0.4H), 8.01 (s, 0.6H), 7.69 (m, 2H), 7.43 (t, *J* = 8.0Hz, 4H), 7.20 (t, *J* = 8.0Hz, 1H), 7.08 (m, 6H), 4.58 (s, 1.2H), 4.18 (s, 0.8H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 168.98, 163.79, 158.59, 158.28, 155.80, 155.69, 149.81, 149.60, 146.37, 142.94, 130.20, 130.18, 129.05, 129.01, 128.74, 124.17, 124.08, 121.38, 119.42, 119.24, 118.30, 118.16, 34.25, 33.60; HRMS (ESI) calcd for C₂₂H₁₈N₄O₂S [M+H]⁺ 403.1229; found 403.1235.

(E)-1-benzyl-N'-(4-phenoxybenzylidene)pyrrolidine-3-carbohydrazide (JK-214): a white solid; Yield: 86%; IR (ATR) cm⁻¹ 3168, 3015, 1668, 1648, 1586, 1561, 1487; ¹H NMR (400 MHz, DMSO-*d*₆) δ 11.28 (s, 0.4H), 11.23 (s, 0.6H), 8.13 (s, 0.4H), 7.94 (s, 0.6H), 7.65 (m, 2H), 7.42 (t, *J* = 8.0Hz, 2H), 7.31 (m, 4H), 7.21 (m, 2H), 7.00-7.08 (m, 4H), 3.64 (m, 3H), 2.87 (m, 1H), 2.42-2.68 (m, 3H), 1.99 (m, 2H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 175.21, 170.00, 158.34, 158.01, 155.90, 155.75, 145.41, 141.78, 139.10, 130.18, 130.15, 129.45, 129.31, 128.79, 128.51, 128.46, 128.44, 128.13, 128.10, 126.81, 126.75, 124.11, 124.00, 119.35, 119.15, 118.41, 118.19, 59.25, 59.16, 56.89, 56.36, 53.54, 41.47, 27.45, 26.96; HRMS (ESI) calcd for C₂₅H₂₅N₃O₂ [M+Na]⁺ 422.1844; found 422.1844.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)benzenesulfonohydrazide (JK-301): a yellow solid; Yield: 78%; IR (ATR) cm⁻¹ 3229, 1588, 1566, 1504, 1459; ¹H NMR (400 MHz, DMSO-*d*₆) δ 11.92 (s, 1H), 7.97 (s, 1H), 7.83-7.92 (m, 4H), 7.61-7.68 (m, 6H), 7.02 (d, *J* = 12.0 Hz, 1H), 6.08 (s, 2H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 155.39, 152.02, 148.34, 147.94, 147.34, 138.85, 137.93, 133.22, 132.24, 129.36, 127.12, 120.81, 120.25, 117.66, 108.46, 106.61, 101.38; HRMS (ESI) calcd for C₁₉H₁₅N₃O₄S [M+Na]⁺ 404.0681; found 404.0691.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)-4-hydroxybenzohydrazide (JK-302): a white solid; Yield: 95%; IR (ATR) cm⁻¹ 3066, 1656, 1605, 1584, 1542, 1504; ¹H NMR (400 MHz, DMSO-*d*₆) δ 11.87 (s, 1H), 10.18 (s, 1H), 8.52 (s, 1H), 7.84-7.90 (m, 5H), 7.67 (s, 2H), 7.04 (d, *J* = 8.0 Hz, 1H), 6.89 (d, *J* = 8.0 Hz, 2H), 6.10 (s, 2H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 160.85, 155.37, 153.14, 148.31, 147.97, 147.30, 137.80, 132.47, 129.82, 123.61, 120.79, 119.98, 117.93, 115.08, 108.49, 106.63, 101.39; HRMS (ESI) calcd for C₂₀H₁₅N₃O₄ [M+Na]⁺ 384.0960; found 384.0953.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)-4-methoxybenzohydrazide (JK-303): a white solid; Yield: 98%; IR (ATR) cm^{-1} 3327, 3204, 1645, 1603, 1543, 1505; ^1H NMR (400 MHz, $\text{DMSO}-d_6$) δ 11.94 (s, 1H), 8.54 (s, 1H), 7.87-7.95 (m, 5H), 7.68 (s, 2H), 7.04-7.10 (m, 3H), 6.10 (s, 2H), 3.85 (s, 3H); ^{13}C NMR (100 MHz, $\text{DMSO}-d_6$) δ 162.16, 155.38, 153.05, 148.32, 147.97, 147.61, 137.85, 132.45, 129.67, 125.17, 120.80, 120.05, 117.97, 113.80, 108.50, 106.62, 101.39, 55.46; HRMS (ESI) calcd for $\text{C}_{21}\text{H}_{17}\text{N}_3\text{O}_4$ $[\text{M}+\text{Na}]^+$ 398.1117; found 398.1110.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)-4-fluorobenzohydrazide (JK-304): a white solid; Yield: 86%; IR (ATR) cm^{-1} 3265, 3070, 1648, 1599, 1547, 1501; ^1H NMR (400 MHz, $\text{DMSO}-d_6$) δ 12.09 (s, 1H), 8.54 (s, 1H), 7.89-8.03 (m, 5H), 7.67 (m, 2H), 7.40 (t, $J = 8.0$ Hz, 2H), 7.04 (d, $J = 8.0$ Hz, 1H), 6.10 (s, 2H); ^{13}C NMR (100 MHz, $\text{DMSO}-d_6$) δ 164.25 (d, $J = 247.0$ Hz), 162.25, 155.42, 152.88, 148.33, 147.97, 139.36, 137.85, 132.40, 130.47 (d, $J = 8.0$ Hz), 129.64, 120.80, 120.20, 118.07, 115.56 (d, $J = 22.0$ Hz), 108.48, 106.62, 101.39; HRMS (ESI) calcd for $\text{C}_{20}\text{H}_{14}\text{FN}_3\text{O}_3$ $[\text{M}+\text{Na}]^+$ 386.0917; found 386.0913.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)-3-nitrobenzohydrazide (JK-305): a pale yellow solid; Yield: 93%; IR (ATR) cm^{-1} 3193, 3051, 1651, 1530, 1501; ^1H NMR (400 MHz, $\text{DMSO}-d_6$) δ 12.36 (s, 1H), 8.79 (s, 1H), 8.57 (s, 1H), 8.46 (d, $J = 8.0$ Hz, 1H), 8.40 (d, $J = 8.0$ Hz, 1H), 7.84-7.93 (m, 4H), 7.68 (m, 2H), 7.04 (d, $J = 8.0$ Hz, 1H), 6.10 (s, 2H); ^{13}C NMR (100 MHz, $\text{DMSO}-d_6$) δ 161.17, 155.46, 152.66, 149.29, 148.36, 147.97, 147.79, 137.91, 134.50, 134.21, 132.35, 130.38, 126.53, 122.39, 120.80, 120.37, 118.21, 108.49, 106.61, 101.40; HRMS (ESI) calcd for $\text{C}_{20}\text{H}_{14}\text{N}_4\text{O}_5$ $[\text{M}+\text{H}]^+$ 391.1042; found 391.1050.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)benzo[d][1,3]dioxole-5-carbohydrazide (JK-306): an off-white solid; Yield: 96%; IR (ATR) cm^{-1} 3506, 3189, 1649, 1603, 1557, 1501, 1487; ^1H NMR (400 MHz, $\text{DMSO}-d_6$) δ 11.91 (s, 1H), 8.52 (s, 1H), 7.87-7.92 (m, 3H), 7.68 (m, 2H), 7.56 (d, $J = 8.0$ Hz, 1H), 7.48 (s, 1H), 7.08 (d, $J = 8.0$ Hz, 1H), 7.05 (d, $J = 8.0$ Hz, 1H), 6.15 (s, 2H), 6.10 (s, 2H); ^{13}C NMR (100 MHz, $\text{DMSO}-d_6$) δ 162.36, 155.40, 152.98, 150.35, 148.33, 147.97, 147.83, 147.46, 137.86, 132.43, 126.91, 122.99, 120.80, 120.10, 118.00, 108.50, 108.11, 107.67, 106.62, 101.88, 101.39; HRMS (ESI) calcd for $\text{C}_{21}\text{H}_{15}\text{N}_3\text{O}_5$ $[\text{M}+\text{H}]^+$ 390.1090; found

規

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)-[1,1'-biphenyl]-4-carbohydrazide (JK-307): a white solid; Yield: 93%; IR (ATR) cm^{-1} 3221, 3051, 1651, 1541, 1501; ^1H NMR (400

MHz, DMSO-*d*₆) δ 12.13 (s, 1H), 8.58 (s, 1H), 8.06 (d, *J* = 8.0 Hz, 2H), 7.85-7.92 (m, 5H), 7.77 (d, *J* = 8.0 Hz, 2H), 7.69 (s, 2H), 7.51 (t, *J* = 8.0 Hz, 2H), 7.43 (t, *J* = 8.0 Hz, 1H), 7.05 (d, *J* = 8.0 Hz, 1H), 6.10 (s, 2H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 162.95, 155.42, 152.96, 148.33, 148.23, 147.98, 143.48, 139.01, 137.86, 132.42, 131.89, 129.06, 128.42, 128.21, 126.93, 126.74, 120.81, 120.16, 118.07, 108.50, 106.63, 101.39; HRMS (ESI) calcd for C₂₆H₁₉N₃O₃ [M+H]⁺ 422.1505; found 422.1521.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)furan-2-carbohydrazide (JK-308): a white solid; Yield: 90%; IR (ATR) cm⁻¹ 3216, 3052, 1651, 1585, 1563, 1547, 1504; ¹H NMR (400 MHz, DMSO-*d*₆) δ 12.09 (s, 1H), 8.54 (s, 1H), 7.86-7.99 (m, 4H), 7.68 (s, 2H), 7.35 (s, 1H), 7.05 (d, *J* = 8.0 Hz, 1H), 6.74 (s, 1H), 6.10 (s, 2H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 155.44, 154.28, 152.85, 148.34, 148.25, 147.98, 146.37, 146.13, 137.90, 132.41, 120.83, 120.18, 118.14, 115.44, 112.19, 108.51, 106.64, 101.40; HRMS (ESI) calcd for C₁₈H₁₃N₃O₄ [M+H]⁺ 336.0984; found 336.0986.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)isonicotinohydrazide (JK-309): a white solid; Yield: 86%; IR (ATR) cm⁻¹ 3235, 3074, 1654, 1545, 1500, 1453; ¹H NMR (400 MHz, DMSO-*d*₆) δ 12.28 (s, 1H), 8.82 (d, *J* = 4.0 Hz, 2H), 8.55 (s, 1H), 7.82-7.93 (m, 5H), 7.68 (m, 2H), 7.05 (d, *J* = 8.0 Hz, 1H), 6.10 (s, 2H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 161.88, 155.50, 152.62, 150.40, 149.43, 148.36, 147.98, 140.26, 137.95, 132.35, 121.56, 120.83, 120.44, 118.25, 108.51, 106.63, 101.40; HRMS (ESI) calcd for C₁₉H₁₄N₄O₃ [M+H]⁺ 347.1144; found 347.1156.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)imidazo[1,2-*a*]pyridine-7-carbohydrazide (JK-310): an off-white solid; Yield: 93%; IR (ATR) cm⁻¹ 2964, 1655, 1609, 1535, 1518, 1503; ¹H NMR (400 MHz, DMSO-*d*₆) δ 12.22 (s, 1H), 8.69 (d, *J* = 8.0 Hz, 1H), 8.57 (s, 1H), 8.31 (s, 1H), 8.13 (s, 1H), 7.91 (m, 3H), 7.79 (s, 1H), 7.68 (m, 2H), 7.40 (d, *J* = 4.0 Hz, 1H), 7.04 (d, *J* = 8.0 Hz, 1H), 6.10 (s, 2H); ¹³C NMR (100 MHz, DMSO-*d*₆) δ 161.74, 155.44, 152.83, 148.56, 148.34, 147.97, 143.34, 137.85, 135.39, 132.39, 128.26, 127.02, 120.81, 120.22, 118.12, 116.65, 114.57, 110.48, 108.48, 106.63, 101.39; HRMS (ESI) calcd for C₂₁H₁₅N₅O₃ [M+H]⁺ 386.1253; found 386.1258.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)-2-phenylacetohydrazide (JK-311): a white solid; Yield: 84%; IR (ATR) cm⁻¹ 3202, 3052, 1665, 1542, 1500; ¹H NMR (400 MHz, DMSO-*d*₆) δ 11.85 (s, 0.3H), 11.65 (s, 0.7H), 8.30 (s, 0.3H), 8.09 (s, 0.7H), 7.79-7.89 (m, 3H), 7.66 (m, 2H),

7.23-7.33 (m, 5H), 7.03 (d, $J = 8.0$ Hz, 1H), 6.10 (s, 2H), 4.03 (s, 1.4H), 3.59 (s, 0.6H); ^{13}C NMR (100 MHz, DMSO- d_6) δ 172.55, 166.84, 155.36, 152.76, 148.31, 147.95, 146.99, 143.50, 137.82, 135.54, 135.41, 132.40, 129.42, 129.10, 128.34, 128.23, 126.64, 126.42, 120.79, 120.10, 119.90, 117.99, 117.69, 108.46, 106.62, 101.38, 41.22; HRMS (ESI) calcd for $\text{C}_{21}\text{H}_{17}\text{N}_3\text{O}_3$ $[\text{M}+\text{H}]^+$ 360.1348; found 360.1358.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)-2-(4-

fluorophenoxy)acetohydrazide (JK-312): a white solid; Yield: 89%; IR (ATR) cm^{-1} 3069, 1701, 1570, 1501; ^1H NMR (400 MHz, DMSO- d_6) δ 11.83 (s, 1H), 8.43 (s, 0.3H), 8.08 (s, 0.7H), 7.82-7.91 (m, 3H), 7.66 (s, 2H), 6.98-7.19 (m, 5H), 6.10 (s, 2H), 5.18 (s, 1.3H), 4.70 (s, 0.7H); ^{13}C NMR (100 MHz, DMSO- d_6) δ 169.23, 164.52, 155.43, 155.34, 154.48, 154.01, 152.70, 152.48, 148.40, 148.33, 147.96, 144.39, 137.86, 137.75, 132.35, 120.81, 120.27, 120.07, 118.12, 117.91, 116.15, 116.07, 116.00, 115.87, 115.81, 115.78, 115.58, 108.47, 106.62, 101.39, 67.03, 65.22; HRMS (ESI) calcd for $\text{C}_{21}\text{H}_{16}\text{FN}_3\text{O}_4$ $[\text{M}+\text{Na}]^+$ 416.1023; found 416.1014.

(E)-2-((1H-benzo[d]imidazol-2-yl)thio)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-

yl)methylene)acetohydrazide (JK-313): an off-white solid; Yield: 84%; IR (ATR) cm^{-1} 3043, 2958, 1676, 1600; ^1H NMR (400 MHz, DMSO- d_6) δ 12.62 (s, 1H), 8.00-8.09 (m, 2H), 7.66-7.80 (m, 2H), 7.54 (m, 3H), 7.37 (s, 1H), 7.04-7.18 (m, 4H), 6.06 (m, 2H), 4.68 (s, 1.5H), 4.27 (s, 0.5H); ^{13}C NMR (100 MHz, DMSO- d_6) δ 169.59, 164.93, 155.36, 154.90, 151.47, 151.32, 149.65, 149.08, 148.89, 148.30, 148.23, 143.54, 139.40, 138.76, 136.10, 135.49, 131.43, 124.73, 121.65, 121.46, 121.20, 121.09, 117.33, 117.03, 110.39, 110.31, 108.70, 107.28, 106.57, 101.64, 101.53, 34.59, 33.28; HRMS (ESI) calcd for $\text{C}_{22}\text{H}_{17}\text{N}_5\text{O}_3\text{S}$ $[\text{M}+\text{H}]^+$ 432.1130; found 432.1138.

(E)-N'-((6-(benzo[d][1,3]dioxol-5-yl)pyridin-2-yl)methylene)-1-benzylpyrrolidine-3-

carbohydrazide (JK-314): a white solid; Yield: 77%; IR (ATR) cm^{-1} 3437, 3152, 1670, 1555, 1504; ^1H NMR (400 MHz, DMSO- d_6) δ 11.56 (s, 0.4H), 11.53 (s, 0.6H), 8.23 (s, 0.4H), 8.04 (s, 0.6H), 7.87 (s, 2H), 7.77 (m, 1H), 7.64 (s, 2H), 7.24-7.31 (m, 5H), 7.03 (d, $J = 8.0$ Hz, 1H), 6.09 (s, 2H), 3.71 (m, 1H), 3.59 (m, 2H), 2.91 (m, 1H), 2.62 (m, 2H), 2.44 (m, 1H), 2.04 (m, 2H); ^{13}C NMR (100 MHz, DMSO- d_6) δ 175.64, 170.44, 155.32, 152.86, 148.29, 147.94, 146.52, 143.14, 139.15, 137.77, 132.41, 128.50, 128.46, 128.11, 126.80, 126.75, 120.78, 120.03, 119.81, 117.93, 117.50, 108.46, 106.61, 101.37, 59.26, 59.14, 56.81, 56.32, 53.52, 41.59, 27.41, 27.05; HRMS (ESI) calcd for $\text{C}_{25}\text{H}_{24}\text{N}_4\text{O}_3$ $[\text{M}+\text{H}]^+$ 429.1927; found 429.1931.

Table S1. A list of DEGs common and uncommon to JK-206 treated (versus DMSO treated) and JK-312 treated (versus DMSO treated) GC cells.

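Table S1 gives, for each gene, the paper's fold change of compound-treated over DMSO-treated cells and its p-value. It has 3 parts, with 134 genes listed for both compounds, 579 for JK-206 alone and 527 for JK-312 alone. Both compounds were set against the same DMSO arrays, so that, if the folds were averaged alike, the ratio of a gene's published fold changes would be the ratio of its levels under the compounds, which can be measured without DMSO. Of the genes listed for both compounds, 4 could be measured here. For *ALYREF*, an mRNA export factor, the paper's fold changes are 0.57 on JK-206 and 0.63 on JK-312, a log2 ratio of −0.14, and the measured difference was −0.15 ± 0.082 (SD of the within-line differences, n = 3 cell lines). The microRNA precursor *MIR4269* has a paper's log2 ratio of −0.27 and had a measured difference of −0.27 ± 0.26 (SD, n = 3), which ran from −0.41 without MKN1 to −0.16 without SNU601. For *ORM1*, an acute-phase glycoprotein, the paper's log2 ratio is −0.097 and the measured difference was −0.093 ± 0.15 (SD, n = 3), from −0.18 without SNU601 to −0.048 without AGS. *ZEB2-AS1*, an antisense RNA of *ZEB2*, had a measured difference of −0.040 ± 0.11 (SD, n = 3), from −0.096 without SNU601 to 0.019, with its sign turned, without AGS, and the paper's fold changes are 0.91 on JK-206 and 0.82 on JK-312, a paper's log2 ratio of 0.15. *ALYREF* was at −0.23 after quantile normalization, and *ORM1* and *ZEB2-AS1* lie below a log2 level of 3.09, the limit under which rows were left out as dim in an alternative. None of the 4 differences between the compounds passed limma's test (adjusted p = 0.732 to 0.959).

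For a gene listed for a single compound, the published fold change and the measured difference together would give, under the same assumption, the fold change of the other compound against DMSO. Among the 4 genes above, the measured difference lay within its SD of the published ratio for 3. That SD is the spread between lines and not the error of this comparison, since both values come from the same arrays. The measured difference minus the published ratio was −0.0062 for *ALYREF*, −0.0026 for *MIR4269* and 0.0034 for *ORM1*. For *ZEB2-AS1* it was −0.19, so the published folds did not give the measured difference there. Other ways of averaging the folds left this gap, and its cause is not known. For *TOMM40*, a channel of mitochondrial protein import, the paper's fold change on JK-206 is 0.60, and the difference of −0.22 between the compounds (95% interval −0.63 to 0.19) gives 0.70 on JK-312. For *MIR4279*, listed for JK-312 alone with a paper's fold change of 0.54, the value on JK-206 would be 0.89. Of the 21 genes listed for a single compound, 19 have such a value on the same side of 1 as the published fold change. Of these 19, 6 are beyond 1.3-fold. Both folds of a gene rest on the same DMSO arrays, which the paper took from its earlier dataset. Noise or an offset of those arrays would move both folds to the same side. The count is therefore not evidence of a shared response. The 2 examples were picked after their values were seen. These folds combine the paper's rounded values with means of 3 lines and were not tested.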

Category	JK-206 treated versus DMSO treated GC cell lines			JK-312 treated versus DMSO treated GC cell lines		
	Symbol	FC	P	Symbol	FC	P
Common DEGs in JK-206 and -312 treated GC cell lines	<i>ALKAL2</i>	1.17	0.04	<i>ALKAL2</i>	1.16	0.01
	<i>ALYREF</i>	0.57	0.02	<i>ALYREF</i>	0.63	<0.05
	<i>B9D2</i>	0.78	0.01	<i>B9D2</i>	0.80	0.01
	<i>C5orf49</i>	1.25	0.02	<i>C5orf49</i>	1.15	0.03
	<i>CAB39L</i>	1.42	0.02	<i>CAB39L</i>	1.40	<0.05
	<i>CACNA1C-IT3</i>	1.30	0.04	<i>CACNA1C-IT3</i>	1.24	0.01
	<i>CACTIN</i>	0.93	0.04	<i>CACTIN</i>	0.94	0.04
	<i>CCL22</i>	1.33	0.03	<i>CCL22</i>	1.20	0.01
	<i>CCT6A</i>	0.70	0.02	<i>CCT6A</i>	0.77	<0.05
	<i>CFAP20</i>	0.73	0.01	<i>CFAP20</i>	0.82	0.03
	<i>DEFB126</i>	0.87	0.04	<i>DEFB126</i>	0.75	<0.01
	<i>DIRC1</i>	0.66	<0.01	<i>DIRC1</i>	0.82	0.03
	<i>DNAI3</i>	1.20	<0.05	<i>DNAI3</i>	1.25	0.02
	<i>DYTN</i>	1.19	0.04	<i>DYTN</i>	1.34	0.02
	<i>FAM66C</i>	0.87	0.04	<i>FAM66C</i>	1.24	<0.05
	<i>FAM83D</i>	0.64	0.02	<i>FAM83D</i>	0.68	0.03
	<i>FOXMI</i>	0.70	0.02	<i>FOXMI</i>	0.75	0.04
	<i>FRZB</i>	0.86	0.04	<i>FRZB</i>	0.81	0.03
	<i>GDI2</i>	0.88	<0.01	<i>GDI2</i>	0.88	0.03
	<i>GGA2</i>	0.87	0.03	<i>GGA2</i>	0.84	0.01
	<i>GPR65</i>	1.28	0.03	<i>GPR65</i>	1.24	0.02
	<i>GSTM5</i>	0.78	0.03	<i>GSTM5</i>	0.79	<0.05
	<i>H1-5</i>	0.46	0.03	<i>H1-5</i>	0.48	0.03
	<i>H2AFZ</i>	0.74	0.01	<i>H2AFZ</i>	0.82	0.04
	<i>H4C11</i>	0.74	<0.01	<i>H4C11</i>	0.83	0.03
	<i>HCG24</i>	1.24	0.01	<i>HCG24</i>	1.13	0.04
	<i>HMGCS2</i>	1.16	0.02	<i>HMGCS2</i>	1.11	<0.05
	<i>HMGNI30</i>	0.71	0.03	<i>HMGNI30</i>	0.81	<0.01
	<i>HNRNPL</i>	0.77	0.02	<i>HNRNPL</i>	0.80	0.03
	<i>KPTN</i>	0.89	0.02	<i>KPTN</i>	0.84	<0.01
	<i>LIAS</i>	0.80	0.01	<i>LIAS</i>	0.85	<0.05
	<i>LINC00482</i>	1.20	0.01	<i>LINC00482</i>	1.22	0.01
	<i>LINC00527</i>	1.33	<0.01	<i>LINC00527</i>	1.37	0.01
	<i>LINC00534</i>	0.76	0.02	<i>LINC00534</i>	0.74	0.02
	<i>LINC00615</i>	0.84	0.03	<i>LINC00615</i>	0.73	0.04

	<i>LINC00656</i>	0.76	<0.01	<i>LINC00656</i>	0.82	<0.01
	<i>LINC00693</i>	1.16	<0.01	<i>LINC00693</i>	1.18	0.02
	<i>LINC01488</i>	0.70	0.01	<i>LINC01488</i>	0.66	0.03
	<i>LINC01500</i>	1.28	0.04	<i>LINC01500</i>	1.21	0.02
	<i>LNPI</i>	1.35	0.03	<i>LNPI</i>	1.25	0.02
	<i>LOC100128908</i>	1.46	0.01	<i>LOC100128908</i>	1.29	0.03
	<i>LOC100507291</i>	1.41	<0.05	<i>LOC100507291</i>	1.37	0.04
	<i>LOC101927355</i>	0.82	<0.05	<i>LOC101927355</i>	0.78	0.03
	<i>LOC101928093</i>	1.16	0.04	<i>LOC101928093</i>	1.21	<0.01
	<i>LOC101928596</i>	0.79	0.04	<i>LOC101928596</i>	0.77	0.01
	<i>LOC101929646</i>	1.17	0.02	<i>LOC101929646</i>	1.26	0.01
	<i>LOC102467222</i>	1.43	0.03	<i>LOC102467222</i>	1.45	<0.05
	<i>LOC102723530</i>	1.19	<0.01	<i>LOC102723530</i>	1.36	<0.01
	<i>LOC102724152</i>	1.40	0.01	<i>LOC102724152</i>	1.14	0.03
	<i>LOC102725168</i>	0.78	0.02	<i>LOC102725168</i>	0.81	0.02
	<i>LOC102725254</i>	1.19	<0.05	<i>LOC102725254</i>	1.34	<0.01
	<i>LOC105369981</i>	0.91	0.04	<i>LOC105369981</i>	0.89	0.04
	<i>LOC105370404</i>	1.16	<0.05	<i>LOC105370404</i>	1.21	0.01
	<i>LOC105370954</i>	0.74	<0.01	<i>LOC105370954</i>	0.79	<0.01
	<i>LOC105372075</i>	1.22	0.03	<i>LOC105372075</i>	1.22	0.04
	<i>LOC105373256</i>	0.78	0.01	<i>LOC105373256</i>	0.76	<0.01
	<i>LOC105373496</i>	0.81	0.03	<i>LOC105373496</i>	0.89	0.02
	<i>LOC105374424</i>	1.35	0.01	<i>LOC105374424</i>	1.28	0.01
	<i>LOC105374689</i>	1.35	0.02	<i>LOC105374689</i>	1.22	0.03
	<i>LOC105375052</i>	1.29	<0.01	<i>LOC105375052</i>	1.32	0.01
	<i>LOC105375310</i>	1.17	0.02	<i>LOC105375310</i>	1.38	<0.01
	<i>LOC105376150</i>	1.43	0.04	<i>LOC105376150</i>	1.42	0.04
	<i>LOC105376203</i>	1.14	0.02	<i>LOC105376203</i>	1.11	0.02
	<i>LOC105376647</i>	0.74	<0.05	<i>LOC105376647</i>	0.72	0.02
	<i>LOC105377918</i>	1.11	<0.01	<i>LOC105377918</i>	1.11	<0.01
	<i>LOC105378065</i>	0.91	0.04	<i>LOC105378065</i>	0.92	0.02
	<i>LOC105378152</i>	1.47	<0.01	<i>LOC105378152</i>	1.26	0.01
	<i>LOC105378459</i>	0.83	0.03	<i>LOC105378459</i>	0.84	0.03
	<i>LOC105378966</i>	1.17	0.02	<i>LOC105378966</i>	1.20	0.04
	<i>LOC105447648</i>	0.89	<0.05	<i>LOC105447648</i>	0.65	0.01
	<i>LOC106699570</i>	1.42	0.02	<i>LOC106699570</i>	1.26	0.01
	<i>LOC730179</i>	0.78	0.02	<i>LOC730179</i>	0.61	<0.01
	<i>LRTM2</i>	1.13	<0.05	<i>LRTM2</i>	1.14	0.01
	<i>MEGF6</i>	1.30	0.01	<i>MEGF6</i>	1.22	0.03

	<i>MELK</i>	0.80	<0.01	<i>MELK</i>	0.86	0.01
	<i>MIR19B2</i>	0.80	0.04	<i>MIR19B2</i>	0.80	<0.05
	<i>MIR325</i>	1.47	0.02	<i>MIR325</i>	1.47	0.03
	<i>MIR4269</i>	1.45	<0.01	<i>MIR4269</i>	1.75	0.02
	<i>MIR587</i>	1.25	0.02	<i>MIR587</i>	1.29	0.03
	<i>MIR876</i>	1.12	<0.05	<i>MIR876</i>	1.10	<0.05
	<i>MIR890</i>	1.55	<0.01	<i>MIR890</i>	1.17	0.03
	<i>MND1</i>	0.71	0.04	<i>MND1</i>	0.82	0.03
	<i>MRPS28</i>	0.67	0.01	<i>MRPS28</i>	0.77	0.02
	<i>MUC22</i>	0.73	0.01	<i>MUC22</i>	0.79	0.02
	<i>MYOCD</i>	0.80	0.03	<i>MYOCD</i>	0.86	0.04
	<i>OACYLP</i>	1.06	0.03	<i>OACYLP</i>	1.27	<0.01
	<i>OR10C1</i>	0.78	0.01	<i>OR10C1</i>	0.73	<0.01
	<i>OR1F1</i>	0.57	<0.01	<i>OR1F1</i>	0.70	0.01
	<i>OR4K13</i>	1.34	0.02	<i>OR4K13</i>	1.27	0.01
	<i>OR51A2</i>	0.79	0.04	<i>OR51A2</i>	0.70	0.03
	<i>ORC1</i>	0.63	0.01	<i>ORC1</i>	0.74	0.03
	<i>ORM1</i>	0.72	0.03	<i>ORM1</i>	0.77	0.04
	<i>P2RY4</i>	1.21	<0.05	<i>P2RY4</i>	1.27	0.02
	<i>PCDH10</i>	1.31	0.02	<i>PCDH10</i>	1.20	0.04
	<i>PDE3A</i>	0.87	<0.01	<i>PDE3A</i>	0.83	0.01
	<i>PFKFB1</i>	1.24	0.02	<i>PFKFB1</i>	1.21	0.04
	<i>PLA1A</i>	1.20	0.02	<i>PLA1A</i>	1.22	0.02
	<i>POLR3E</i>	0.84	<0.01	<i>POLR3E</i>	0.89	0.04
	<i>PP2D1</i>	1.18	0.02	<i>PP2D1</i>	1.33	0.02
	<i>PTPMT1</i>	0.79	0.01	<i>PTPMT1</i>	0.86	0.03
	<i>PTPN23</i>	0.86	0.02	<i>PTPN23</i>	0.79	0.02
	<i>RGS7BP</i>	1.24	0.04	<i>RGS7BP</i>	1.06	0.02
	<i>RNASEH1</i>	0.81	0.01	<i>RNASEH1</i>	0.89	0.03
	<i>RPL10A</i>	0.83	0.02	<i>RPL10A</i>	0.84	0.02
	<i>RPL36</i>	0.68	0.02	<i>RPL36</i>	0.75	0.02
	<i>SF3B3</i>	0.79	0.02	<i>SF3B3</i>	0.84	0.04
	<i>SLA2</i>	1.27	0.03	<i>SLA2</i>	1.16	0.02
	<i>SLC6A5</i>	1.24	0.04	<i>SLC6A5</i>	1.26	0.03
	<i>SLFN14</i>	1.20	0.01	<i>SLFN14</i>	1.43	0.03
	<i>SMCO1</i>	1.22	<0.01	<i>SMCO1</i>	1.28	0.02
	<i>SP8</i>	1.33	0.04	<i>SP8</i>	1.35	<0.05
	<i>SPANXN3</i>	1.24	0.01	<i>SPANXN3</i>	1.35	0.04
	<i>SRF</i>	0.76	0.04	<i>SRF</i>	0.82	0.04

	<i>SRGAP3-AS3</i>	0.85	0.02	<i>SRGAP3-AS3</i>	0.75	<0.01
	<i>SRRD</i>	0.79	0.02	<i>SRRD</i>	0.83	0.01
	<i>SRXN1</i>	0.79	0.01	<i>SRXN1</i>	0.84	0.03
	<i>ST8SIA6-AS1</i>	1.20	<0.01	<i>ST8SIA6-AS1</i>	1.27	<0.01
	<i>STIMATE-MUSTN1</i>	0.86	0.03	<i>STIMATE-MUSTN1</i>	0.85	0.01
	<i>TARID</i>	0.87	0.04	<i>TARID</i>	0.80	0.03
	<i>TCERG1L-AS1</i>	0.85	<0.05	<i>TCERG1L-AS1</i>	0.85	0.03
	<i>THAP1</i>	0.79	<0.01	<i>THAP1</i>	0.85	0.01
	<i>TMEM218</i>	0.79	<0.05	<i>TMEM218</i>	0.80	0.03
	<i>TP53TG3HP</i>	1.15	0.02	<i>TP53TG3HP</i>	1.28	<0.01
	<i>TPM4</i>	0.90	0.01	<i>TPM4</i>	0.88	0.02
	<i>TRHDE-AS1</i>	1.16	0.01	<i>TRHDE-AS1</i>	1.25	0.01
	<i>TRIM64</i>	1.17	0.03	<i>TRIM64</i>	1.22	0.02
	<i>UBALD1</i>	0.85	0.02	<i>UBALD1</i>	0.75	<0.01
	<i>VWA2</i>	1.27	<0.05	<i>VWA2</i>	1.41	0.01
	<i>ZBTB21</i>	1.08	0.01	<i>ZBTB21</i>	1.07	0.02
	<i>ZC3H12A-DT</i>	1.32	<0.01	<i>ZC3H12A-DT</i>	1.22	<0.01
	<i>ZEB2-AS1</i>	0.91	0.03	<i>ZEB2-AS1</i>	0.82	<0.05
	<i>ZNF660</i>	1.11	<0.01	<i>ZNF660</i>	1.20	0.02
	<i>ZNRD1ASP</i>	1.17	0.01	<i>ZNRD1ASP</i>	1.18	0.03
	<i>ZSWIM2</i>	1.14	0.03	<i>ZSWIM2</i>	1.19	0.03
Uncommon<br>DEGs in JK-<br>206 or -312<br>treated GC<br>cell lines	<i>ACTL6B</i>	1.08	0.01	<i>AARD</i>	0.93	0.03
	<i>ADAM18</i>	0.93	0.03	<i>ABCC13</i>	1.14	0.03
	<i>ADAM28</i>	1.12	0.01	<i>ANGPT4</i>	1.24	<0.01
	<i>ADGB</i>	0.95	<0.05	<i>ANHXL</i>	1.14	0.04
	<i>ADPRS</i>	0.86	0.03	<i>ANKRD26P3</i>	1.25	0.03
	<i>ADRA1D</i>	1.19	0.03	<i>ANKRD7</i>	1.16	0.04
	<i>AGAP3</i>	1.12	0.04	<i>AOAH-IT1</i>	0.90	0.02
	<i>AGBL4-IT1</i>	1.25	0.01	<i>ATE1-AS1</i>	1.32	0.01
	<i>AGPS</i>	0.88	<0.05	<i>ATG9B</i>	1.25	0.02
	<i>AIRE</i>	1.17	0.02	<i>AURKA</i>	0.78	0.03
	<i>AK8</i>	1.19	0.01	<i>AVP</i>	1.31	0.04
	<i>AKR1C8</i>	1.20	0.03	<i>BEND2</i>	1.32	<0.01
	<i>ALDH1L1-AS2</i>	0.87	0.01	<i>BEST4</i>	0.68	0.02
	<i>AMMECR1</i>	0.78	<0.01	<i>BHLHE22</i>	1.08	0.04
	<i>ANAPC10</i>	0.81	0.01	<i>BMX</i>	1.09	0.01
	<i>ANKRD34C</i>	1.23	<0.01	<i>BNIP1L</i>	0.86	0.04
	<i>APOF</i>	1.12	0.03	<i>BTK</i>	1.17	0.02
	<i>ARHGDI1A</i>	0.76	<0.05	<i>C11orf58</i>	0.89	0.02

	<i>ARMC2-AS1</i>	1.23	0.02	<i>C12orf73</i>	0.93	0.01
	<i>ARMH4</i>	0.81	0.03	<i>C1orf147</i>	1.22	0.02
	<i>ASB11</i>	0.94	0.04	<i>C1orf174</i>	0.83	0.04
	<i>ASB5</i>	1.16	<0.05	<i>C2orf92</i>	1.49	0.03
	<i>ASB9</i>	0.83	0.01	<i>C4orf17</i>	0.80	0.03
	<i>ATP11A-AS1</i>	0.92	0.03	<i>C5orf52</i>	1.68	0.03
	<i>ATP13A5</i>	0.72	0.01	<i>CACNA1C-IT2</i>	1.15	0.03
	<i>ATP2B2</i>	1.10	0.01	<i>CALHM4</i>	1.18	0.03
	<i>B3GNT8</i>	0.83	0.04	<i>CAPN3</i>	1.31	0.04
	<i>BCL9L</i>	1.15	0.04	<i>CAPN7</i>	0.89	0.02
	<i>BEND3P3</i>	1.41	0.03	<i>CCDC12</i>	0.86	<0.01
	<i>BET1</i>	1.29	0.04	<i>CCDC144NL-AS1</i>	0.93	0.04
	<i>BEX1</i>	1.31	0.04	<i>CCDC152</i>	0.88	<0.05
	<i>BIRC5</i>	0.63	0.04	<i>CCR9</i>	1.45	0.02
	<i>BRINP3-DT</i>	1.12	0.03	<i>CD3G</i>	0.87	0.04
	<i>BTN3A2</i>	1.17	0.04	<i>CD5</i>	1.23	0.03
	<i>BUB1</i>	0.82	0.01	<i>CDC14A</i>	0.87	0.03
	<i>C1orf127</i>	1.14	0.01	<i>CDH8</i>	1.24	0.04
	<i>C4orf45</i>	0.83	0.02	<i>CDK2AP2</i>	0.82	0.03
	<i>C5orf58</i>	1.15	0.02	<i>CDY1B</i>	0.88	0.02
	<i>C9orf57</i>	1.12	0.04	<i>CDY2B</i>	0.82	<0.05
	<i>CA6</i>	0.74	0.02	<i>CFAP61</i>	0.81	0.01
	<i>CACNA1F</i>	1.23	<0.05	<i>CHCHD10</i>	0.81	<0.05
	<i>CCNA1</i>	1.09	<0.01	<i>CHRNA3</i>	0.84	0.02
	<i>CCND2</i>	1.20	0.02	<i>CLCNKA</i>	0.80	<0.01
	<i>CCT8</i>	0.79	0.04	<i>CLSTN3</i>	1.14	0.03
	<i>CD248</i>	1.14	0.04	<i>CLUL1</i>	1.26	0.04
	<i>CD300LD</i>	1.28	0.04	<i>CNOT7</i>	0.90	0.04
	<i>CD84</i>	1.24	<0.05	<i>COL25A1-DT</i>	0.86	0.02
	<i>CDH6</i>	0.77	<0.01	<i>COLEC12</i>	1.24	0.03
	<i>CEACAM22P</i>	0.83	0.01	<i>COX4I2</i>	1.13	0.04
	<i>CEACAMP10</i>	1.16	0.01	<i>CRCT1</i>	1.39	<0.05
	<i>CELF3</i>	1.11	0.04	<i>CSMD2</i>	1.11	0.02
	<i>CENPS-CORT</i>	0.75	<0.01	<i>CT55</i>	1.05	0.03
	<i>CFAP298</i>	0.77	<0.01	<i>CT62</i>	1.33	0.01
	<i>CHAC2</i>	0.60	0.04	<i>CTNNA3</i>	1.10	0.03
	<i>CIB3</i>	1.11	<0.05	<i>CTXND1</i>	1.51	0.01
	<i>CLDN14</i>	1.31	0.02	<i>CWF19L1</i>	0.77	<0.05
	<i>CLDN20</i>	0.89	0.04	<i>CXCR2</i>	0.86	0.01

	<i>CLPP</i>	0.77	0.04	<i>D2IS2088E</i>	0.80	<0.05
	<i>CLRN1-AS1</i>	1.17	0.02	<i>DAOA</i>	1.38	<0.05
	<i>CLYBL-AS2</i>	1.09	<0.05	<i>DBH</i>	1.16	0.03
	<i>COL4A2-AS2</i>	1.24	0.04	<i>DCT</i>	0.87	<0.05
	<i>COMMD4</i>	0.70	0.02	<i>DDC-AS1</i>	1.17	0.02
	<i>CPN2</i>	1.27	0.04	<i>DEFB110</i>	1.14	0.01
	<i>CRNN</i>	1.08	0.03	<i>DEFB135</i>	0.87	0.03
	<i>CROCCP3</i>	0.78	<0.01	<i>DIS3L2</i>	1.05	0.04
	<i>CRX</i>	1.17	0.01	<i>DKFZp451B082</i>	1.58	<0.05
	<i>CSPG4P10</i>	1.09	0.02	<i>DKKL1</i>	1.25	0.04
	<i>CTR9</i>	0.88	0.04	<i>DUSP29</i>	1.20	0.04
	<i>CTXN2</i>	1.19	<0.05	<i>DYNLRB2</i>	1.28	0.02
	<i>CUL9</i>	1.12	0.02	<i>EEF2</i>	0.88	0.04
	<i>CUX1</i>	1.14	0.01	<i>EHMT1</i>	1.09	0.04
	<i>CXCL13</i>	1.24	0.01	<i>ELOA3BP</i>	1.10	0.03
	<i>CYLC2</i>	1.24	0.01	<i>EPX</i>	1.23	<0.05
	<i>CYP20A1</i>	0.86	0.02	<i>EPYC</i>	0.85	<0.05
	<i>CYP7A1</i>	0.83	0.04	<i>ERVV-1</i>	1.19	0.02
	<i>DANT2</i>	1.24	0.04	<i>ESM1</i>	0.90	0.03
	<i>DBF4B</i>	0.87	0.01	<i>ESPN</i>	1.26	0.02
	<i>DDX20</i>	0.84	0.02	<i>F2</i>	1.13	0.03
	<i>DEDD</i>	0.89	<0.05	<i>FABP2</i>	1.32	0.03
	<i>DENR</i>	0.83	0.03	<i>FAHD2B</i>	1.72	0.03
	<i>DERL3</i>	1.23	0.03	<i>FAM124B</i>	1.17	0.03
	<i>DHX9</i>	0.77	0.02	<i>FAM167A-AS1</i>	1.06	0.01
	<i>DLGAP1</i>	1.15	0.02	<i>FAM186A</i>	1.16	0.04
	<i>DLX2-DT</i>	0.86	0.02	<i>FAM236A</i>	1.18	0.04
	<i>DNAI4</i>	1.38	0.02	<i>FAR2P3</i>	1.49	0.01
	<i>DNAJB13</i>	1.27	0.04	<i>FBXL21P</i>	1.16	0.04
	<i>DPP9</i>	0.83	0.04	<i>FBXO47</i>	0.85	0.01
	<i>DRC1</i>	1.14	0.03	<i>FCAMR</i>	0.77	<0.05
	<i>DSCAM-IT1</i>	0.81	0.03	<i>FCGR3B</i>	1.44	<0.05
	<i>DSCR10</i>	1.25	0.01	<i>FCN1</i>	1.15	0.01
	<i>EFCAB9</i>	0.88	0.02	<i>FGL2</i>	1.23	<0.05
	<i>EIF1AX</i>	0.74	<0.05	<i>FKBP9P1</i>	0.76	<0.01
	<i>EIF4E1B</i>	1.12	0.01	<i>FLJ41941</i>	0.72	0.02
	<i>ELAVL1</i>	0.77	0.03	<i>FOLH1B</i>	1.09	0.01
	<i>ELMO2P1</i>	1.36	0.02	<i>FOXR1</i>	1.22	0.03
	<i>ELOVL2-AS1</i>	0.76	0.01	<i>FREM2-AS1</i>	1.33	<0.01

	<i>EMC8</i>	0.78	0.01	<i>FXYD1</i>	1.21	0.03
	<i>ENPP3</i>	1.31	<0.05	<i>GARIN4</i>	1.18	0.02
	<i>EOLA1-DT</i>	1.31	0.02	<i>GLRB</i>	0.85	0.03
	<i>ERMN</i>	1.25	0.04	<i>GOLGA6L7</i>	1.70	0.01
	<i>ESPL1</i>	0.81	0.02	<i>GP9</i>	1.25	0.02
	<i>FABP5P3</i>	0.79	0.02	<i>GPR12</i>	0.95	<0.01
	<i>FAM172BP</i>	1.12	0.02	<i>GPR182</i>	1.13	0.04
	<i>FAM90A20P</i>	1.13	0.03	<i>GREM2</i>	1.17	0.03
	<i>FBXL22</i>	1.13	<0.01	<i>GRIFIN</i>	1.19	0.02
	<i>FBXO5</i>	0.66	0.01	<i>GRIK1</i>	0.83	0.02
	<i>FCN2</i>	0.61	0.03	<i>GRIN2C</i>	1.10	<0.05
	<i>FGD3</i>	1.37	0.04	<i>GRM3</i>	1.03	0.01
	<i>FGD5P1</i>	0.81	0.01	<i>GRM8</i>	0.85	0.04
	<i>FLJ13224</i>	0.86	0.02	<i>GSTT4</i>	0.72	<0.01
	<i>FLJ16171</i>	1.20	0.02	<i>GTSE1-DT</i>	1.12	<0.01
	<i>FLJ31183</i>	1.19	0.03	<i>GUCA1C</i>	0.90	0.03
	<i>FOXD4L5</i>	1.24	<0.01	<i>GUCA2B</i>	1.13	<0.05
	<i>FRG1</i>	0.88	0.02	<i>H4C4</i>	0.66	0.02
	<i>FRRS1L</i>	0.88	0.04	<i>HBM</i>	1.13	0.02
	<i>FUT7</i>	1.29	0.01	<i>HCG26</i>	1.18	<0.01
	<i>GABRQ</i>	0.78	0.04	<i>HCG9</i>	1.14	0.02
	<i>GAS2LIP2</i>	1.28	<0.01	<i>HEPN1</i>	1.18	<0.01
	<i>GASK1A</i>	1.21	0.03	<i>HEXD-IT1</i>	0.79	0.04
	<i>GDF7</i>	1.23	0.02	<i>HINT1</i>	0.76	0.01
	<i>GMIP</i>	1.18	0.04	<i>HLA-DQB2</i>	1.09	<0.01
	<i>GOLGA8IP</i>	1.20	0.04	<i>HLA-F-AS1</i>	0.75	0.03
	<i>GPA33</i>	1.21	0.03	<i>HTR1F</i>	1.31	<0.05
	<i>GPATCH4</i>	0.69	0.03	<i>IDO1</i>	0.81	0.04
	<i>GPR158-AS1</i>	0.78	<0.01	<i>IFNA7</i>	1.42	0.02
	<i>GSTA3</i>	1.36	0.02	<i>IFNA8</i>	1.24	0.02
	<i>GTF2F1</i>	0.85	0.03	<i>IGHV1OR15-9</i>	1.33	0.04
	<i>GTF2IRD2B</i>	1.18	0.01	<i>IGHV3-35</i>	1.31	0.03
	<i>H1-2</i>	0.68	0.03	<i>IGLJ2</i>	1.18	<0.05
	<i>H2AC1</i>	1.42	0.04	<i>IGLV7-43</i>	0.67	0.02
	<i>H2AC13</i>	0.53	0.02	<i>IMPG1</i>	0.84	<0.01
	<i>H2AC16</i>	0.74	<0.05	<i>INPP5J</i>	0.80	0.03
	<i>H2AC17</i>	0.52	0.02	<i>ISLR</i>	1.19	<0.01
	<i>H2AC4</i>	0.77	<0.05	<i>ITIH1</i>	0.70	0.02
	<i>H2BC10</i>	0.61	0.04	<i>ITIH2</i>	0.78	0.02

How the deposited data were processed for this re-analysis (not part of the article)

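The samples are 6 arrays of total RNA from the gastric cancer cell lines AGS, MKN1 and SNU601, each treated with JK-206 and with JK-312, with 1 array per line and compound. The labels give 48 h of treatment and doses of 5 and 10 µM without assigning a dose to an array. The DMSO arrays that the paper compares with were not analysed here.

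The arrays are 1-color Affymetrix Human Gene 2.0 ST arrays. The authors deposited log2 values, 1 per array and transcript cluster, that were already normalized on a log scale. The summarization and normalization methods and the way in which the rows of the table were chosen are not given in the sources used here. The base of the logarithm is written in no header. It was read from the range of the values and from Figure S3, whose axes are marked log2. The table used here covers a part of the array, with 3303 rows. A single gene symbol is attached to 734 rows, none to 2569 and several to 0. Of the 709 genes, 15 have more than 1 row, and the row with the highest mean over all 6 arrays stood for the gene. Array signal has no read depth, and the quartiles and median of each array were checked in its place.

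The values were used as deposited. JK-206 was compared with JK-312 in R 4.3.3 with limma 3.58.1, by a linear model with the cell line as a block and moderated variances, without trend or robust options, and Benjamini-Hochberg adjustment over the genes with a threshold of 0.05. The block follows the paired test of the methods. The arrays of a line deviate together from the means of their compounds, with correlations of 0.780 in AGS, 0.850 in MKN1 and 0.843 in SNU601. The fit has 2 residual degrees of freedom and 6.43 prior degrees of freedom. Cell lines were compared with limma's moderated F-test with the compound as a covariate, and for each gene the pairwise contrasts gave the direction. For single genes the exact sign-flip permutation p over the 3 lines was computed, which is never under 0.25.

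Gene lists stood in for the hallmark gene sets, which were not at hand. Of 43 lists written before the data were examined, 24 have at least 1 measured member, 7 of them exactly 1, and 19 have none. All 24 were tested with limma's camera with its preset correlation of 0.01, and with camera with an estimated correlation and fry beside it, and adjusted together. Camera compares a list with the other genes of a table that holds a part of the array. List medians in single lines were set against 10000 random lists of the same size drawn within 10 bins of brightness.

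Genes are named in the text by a rule set in advance. It takes genes past the threshold with the same sign in all lines. Where fewer than 5 pass in a direction, it takes the 5 with the smallest p among genes with the same sign in all lines. It also takes every gene the paper names for the experiment and up to 5 genes that lead in a cell line. Of a list past the threshold it takes up to 4 members, and of another list up to 2. Other genes that are named are said to be picked after their values were seen, apart from the members of the YAP and TAZ list and the genes common to both compounds in Table S1, which are given completely.

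The published fold changes of Table S1 were read from the supplement, and the log2 ratio of a gene's published folds on both compounds was set against its measured difference. Alternatives were quantile normalization, median centring, the mean of a gene's rows, leaving out dim rows (below the 40th percentile, a log2 level of 3.09, which kept 531 genes), testing every row, trend and robust moderation, no block, leaving out each line in turn, the other gene list tests, the methods' t-test with a fold change of 1.3 and other ways of averaging folds. Leaving out microRNA precursors and testing only lists of at least 2 measured members were added after the data were seen. Of the 10 splits of the arrays into 3 and 3, 4 part all pairs of arrays of a line. The procedure was tested on simulated data of 709 genes with independent noise, of which 200 were changed alike in all lines. It called 28 of 67 genes with a log2 change of 0.5, 66 of 67 with a change of 1 and 66 of 66 with a change of 2, and 12 of 509 unchanged genes. With fewer changed genes the adjustment is stricter, so these shares do not give the power of the real comparison. There *MIR4266*, with a difference of −1.39, did not pass (adjusted p = 0.114 from limma). *RHOA* and the 10 DEGs of Figure 4b were left out, since they have no row in the table used here. Comparisons with the DMSO arrays were left out too, and folds against DMSO are the paper's or derived from the paper's.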

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

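The rule that picks list medians of opposite sign in 2 lines, for lists with at least 4 measured members whose median lies among the outermost random lists, was set after the list medians in each line had been seen, and so was the choice of patterns to weigh. A difference that the paper does not analyse is that between the cell lines: 368 of 709 genes differed between AGS, MKN1 and SNU601 over both compounds. The median difference of the 4 YAP and TAZ target genes between JK-206 and JK-312 was −0.84 in MKN1 and of opposite sign, 0.054, in AGS, and this difference between lines was not tested. That of 7 interferon response genes was 0.37 in AGS and of opposite sign, −0.26, in SNU601, which was not tested either.

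The DNA replication list, lower with JK-206, passed camera with the preset correlation but not with an estimated one (adjusted p = 0.887 with an estimated correlation from limma), and 0 of its 6 members passed. Quantile normalization of the deposited rows did not remove the lower median of the list, which was −0.36 after it. The values had already been normalized by a method that is not given, and the rows are a part of the array. An effect of that first normalization therefore stays open. A general shift of genes of this brightness stays open: the list lay at percentiles 7.04 in AGS, 3.44 in MKN1 and 0.04 in SNU601 of random lists, but it was picked for being low against other genes on the same values, so this excludes nothing. In the permutation of the arrays over all 10 splits, the real split gave camera's p = 0.00197 for the list, the smallest (1 of 10), the smallest other p was 0.00319, and among the other splits that part all pairs it was 0.0563. The 10 splits are too few for a share under 0.05, and a difference in dose between the compounds stays open. The choice of the rows, which is not given, stays open too. A choice by the size of the change against DMSO could shape both the measured members and the genes camera compared them with.

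The YAP and TAZ targets in MKN1 were *CCN2*, with a difference of −1.07 on a row below the dim limit, *ANKRD1* with −1.01, *FJX1* with −0.68 and the receptor kinase *AXL* with −0.16, and over all lines the list did not pass (median −0.33, adjusted p = 0.168 from limma's camera). Quantile normalization of the deposited rows left the MKN1 median of the list at −0.91. This does not test the authors' own normalization, whose method is not given. A general shift of genes of this brightness between the MKN1 arrays stays open: the list lay at percentile 0.09 of random lists, but a low percentile is also what picked it, so this comparison excludes nothing. MKN1 has a single array per compound, so a difference between the cultures stays open and was not tested. A response of MKN1 to the compounds, or to their doses, is a hypothesis that the present arrays leave untested.

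MicroRNA precursors, 175 of the 709 genes, make up 7 of the 10 genes that lead the comparison of the compounds and 24 of the 52 with an unadjusted p under 0.05. Noisier measurement may account for part of this, since their median residual SD was 1.27 times that of other genes (0.269 against 0.212, permutation p = 3e-05), at a median level of 3.37 against 4.44. No biological explanation was tested. For genes past the threshold the real count is 0, so all 10 of the 10 splits give at least as many by construction and the comparison decides nothing. The highest other split gave 3, and the others that part all pairs gave 0, 1 and 0.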

How the results depend on the processing

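Leaving out microRNA precursors and testing only lists of at least 2 measured members were chosen after seeing the data. The median of the DNA replication list was negative under every alternative run, and its adjusted p lay between 0.0178 and 0.0491 under quantile normalization, median centring, the mean of a gene's rows, without dim rows, with trend and robust moderation and under both added alternatives. It lost the threshold, with a median of −0.29, with every row of the table tested (adjusted p = 0.0576, 0 lists past), with no block for the cell line (adjusted p = 0.342, 0 lists), with an estimated correlation (adjusted p = 0.887, 0 lists) and with fry, which tests a list against no change (adjusted p = 0.512, 0 lists). The pairing changed no other call. Leaving out a line gave medians from −0.41 (without AGS) to −0.17 (without SNU601) and 0 to 3 lists past the threshold, where the 3 without AGS were DNA replication, YAP and TAZ targets and NF-kB targets. Single genes past the threshold between the compounds, 0 as reported, were 2 with trend and robust moderation, 0 to 2 when a line was left out and 21 with the methods' t-test, which is not adjusted. Between cell lines 1170 of all 3303 rows passed, where more rows were tested and the share was smaller than the 368 of 709 named genes. Of the Table S1 genes 13 had the given direction without dim rows, fewer genes being left.

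Of 563 values of 57 single genes under alternatives, 548 kept their sign and their side of the threshold, 76 of them with a size that moved by over 1.5 times, 3 became stronger and 12 reversed, none of the reversed past the threshold. Leaving out a line gave ranges of −0.20 to 0.074 for *FOS*, −0.22 to 0.047 for *DDIT4*, −0.14 to 0.16 for *MT1F*, −0.29 to 0.13 for *ACAT2*, −0.023 to 0.054 for *TIPARP*, −0.26 to 0.13 for *DKK1*, −0.23 to 0.069 for *THBS1*, −0.46 to 0.16 for *FOSL1*, −0.24 to 0.092 for *IL7R* and −0.096 to 0.019 for *ZEB2-AS1*, and *TIPARP* was −0.014 after quantile normalization. The cause was not tested. The Table S1 correlation without dim rows had too few genes, the comparison of lines without block was not run, and *RHOA* and the 10 DEGs have no row. Low signal limits the dimmest genes, with 531 of 709 above the dim limit.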

Differences from the paper's values

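For *ZEB2-AS1* the log2 ratio of the paper's fold changes on JK-206 and JK-312 is 0.15, the paper's value computed from Table S1, and the measured difference was −0.040 ± 0.11 (SD of the within-line differences, n = 3 cell lines). None of the alternatives set before the data were examined brought it within the SD: quantile normalization, median centring, the mean of a gene's rows, leaving out each cell line in turn (−0.096 to 0.019) and other ways of averaging the folds all left the difference. The 3 other genes common to both compounds were within the SD, apart from *ALYREF* and *MIR4269* without MKN1 and *ORM1* without SNU601. This SD is the spread between lines and not the error of a comparison on the same arrays. Leaving out a line also sets fewer lines against a published ratio over all lines.

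The methods give a fold change over 1.3 or under its inverse as a condition for DEGs, whereas 1009 of the 1374 entries of Table S1 have a fold change between 0.77 and 1.3.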

Other observations

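The test on the Table S1 genes below was chosen after the result was seen. The 3 cell lines differed in 51.9% of the 709 named genes, read over both compounds with limma. These genes are a part of the array, so the share does not stand for all genes. A list whose members pass between lines is not singled out by that, and no enrichment was tested. SNU601 had the highest levels of 6 of 7 measured gastric lineage genes, all 7 past the threshold over the lines, with a median log2 level of 7.42 against 4.78 in AGS and 4.10 in MKN1. Among them the mucosal peptides *TFF1* (9.78 in SNU601, 7.10 in AGS and 5.10 in MKN1) and *TFF2* (8.36, 4.11 and 4.10) and the annexin *ANXA10* (8.67, 3.80 and 3.65) stood out, while *SOX2* was highest in AGS (7.50). SNU601 also led in *MUCL3* (10.36) and *AGR2*, a disulfide isomerase of mucus-secreting cells (8.11), and in 4 of 5 squamous genes. Not all of these squamous genes lay above the dim limit. MKN1 had the highest levels of *STEAP4*, a metalloreductase (8.13 against 3.23 in AGS), the chemokine *CCL2* (6.41), *MXRA5* (8.36) and *AXL* (9.09), and the lowest level of lysozyme (*LYZ* 2.11, against 8.00 in AGS and 9.32 in SNU601). AGS led in *GATM*, an enzyme of creatine synthesis (8.10), *CPA6* (7.95) and *THBS1* (6.94), and in 6 of 7 interferon response genes. Genes highest in a line and past both contrasts with the other lines numbered 66 for AGS, 91 for MKN1 and 84 for SNU601. *TFF1*, *SOX2*, *AXL* and *LYZ* were picked for mention after their values were seen. Each line has 2 arrays, which differ in compound.

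Between the compounds, other gene lists did not pass limma's camera. The NF-kB targets *CCL20* and *CCL2* had differences of 0.80 (95% interval 0.18 to 1.43) and 0.43, both higher with JK-206. Their list did not pass (adjusted p = 0.0940 from camera), nor did the genes over all genes (adjusted p = 0.597 and 0.692 from limma). When adjusted over the list alone, 1 of them passed. Interferon response genes had a median of 0.15 over 7 genes (adjusted p = 0.515), with *IFIT2* at 0.28 and *IFIT1* at 0.26. Of 6 ATF4 targets 5 were lower with JK-206 (adjusted p = 0.516 for the list from camera). Among them were *PSAT1* of serine synthesis at −0.29 and the asparagine synthetase *ASNS* at −0.28. All 3 intestinal genes were lower (median −0.19, adjusted p = 0.394), with *KRT20* at −0.34. The lists of SRF and actin genes (median −0.10, with *EGR1* at 0.24, and at 0.12 with the mean of its rows), TGF-beta targets (−0.29), MAPK output (−0.10) and ribosome biogenesis (−0.12, with *LYAR* at −0.21) did not pass either (adjusted p = 0.771, 0.469, 0.941 and 0.700). *FOS*, the only RHOA signaling gene of Figure 5a that was measured, had a difference of −0.10 (95% interval −0.55 to 0.35, adjusted p = 0.908), was −0.16 after quantile normalization, and turned its sign without MKN1. Several of these values moved by over 1.5 times when a line was left out, which gave 0.38 (without SNU601) to 1.07 for *CCL20*, 0.079 (without MKN1) to 0.40 for *IFIT1*, 0.080 (without MKN1) to 0.55 for *IFIT2*, −0.47 to −0.049 (without MKN1) for *PSAT1*, −0.36 to −0.16 (without MKN1) for *ASNS*, −0.65 to −0.11 (without AGS) for *KRT20*, 0.018 (without AGS) to 0.51 for *EGR1* and −0.40 to −0.11 (without AGS) for *LYAR*. With estimated correlation, 0 of 24 lists passed.

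Across the 4 genes common to both compounds in Table S1, the paper's log2 ratios and the measured differences correlated at r = 0.914 (SD over the lines 0.357), and at r = 0.760 without MKN1. The published folds come from these same arrays, so a positive correlation is largely given by construction, and no test was made.

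Table S1 genes that have a row in the table used here carry larger published fold changes than those that have none. The median absolute log2 of the paper's fold change was 0.67 for 25 genes with a row and 0.29 for 1215 without, a difference of 0.38 (permutation p = 1e-05, the smallest that 100000 resamples can give), and 60% against 3.29% lay over 1.5-fold. The rows may have been chosen by the size of the change against DMSO, a candidate explanation found on the same values. The permutation compares the sizes of the folds and does not test how the rows were chosen. Other explanations, such as noisier rows, were not tested.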
